# Multi-modal comparison of molecular programs driving nurse cell death and clearance in *Drosophila melanogaster* oogenesis

**DOI:** 10.1371/journal.pgen.1011220

**Published:** 2025-01-03

**Authors:** Shruthi Bandyadka, Diane P. V. Lebo, Albert A. Mondragon, Sandy B. Serizier, Julian Kwan, Jeanne S. Peterson, Alexandra Y. Chasse, Victoria K. Jenkins, Anoush Calikyan, Anthony J. Ortega, Joshua D. Campbell, Andrew Emili, Kimberly McCall

## Abstract

The death and clearance of nurse cells is a consequential milestone in *Drosophila melanogaster* oogenesis. In preparation for oviposition, the germline-derived nurse cells bequeath to the developing oocyte all their cytoplasmic contents and undergo programmed cell death. The death of the nurse cells is controlled non-autonomously and is precipitated by epithelial follicle cells of somatic origin acquiring a squamous morphology and acidifying the nurse cells externally. Alternatively, stressors such as starvation can induce the death of nurse cells earlier in mid-oogenesis, manifesting apoptosis signatures, followed by their engulfment by epithelial follicle cells. To identify and contrast the molecular pathways underlying these morphologically and genetically distinct cell death paradigms, both mediated by follicle cells, we compared their genome-wide transcriptional, translational, and secretion profiles before and after differentiating to acquire a phagocytic capability, as well as during well-fed and nutrient-deprived conditions. By coupling the GAL4-UAS system to Translating Ribosome Affinity Purification (TRAP-seq) and proximity labeling (HRP-KDEL) followed by Liquid Chromatography tandem mass-spectrometry, we performed high-throughput screens to identify pathways selectively activated or repressed by follicle cells to employ nurse cell-clearance routines. We also integrated two publicly available single-cell RNAseq atlases of the *Drosophila* ovary to define the transcriptomic profiles of follicle cells. In this report, we describe the genes and major pathways identified in the screens and the striking consequences to *Drosophila melanogaster* oogenesis caused by RNAi perturbation of prioritized candidates. To our knowledge, our study is the first of its kind to comprehensively characterize two distinct apoptotic and non-apoptotic cell death paradigms in the same multi-cellular system. Beyond molecular differences in cell death, our investigation may also provide insights into how key systemic trade-offs are made between survival and reproduction when faced with physiological stress.

## Author summary

Cell death occurs throughout development and homeostasis to removed damaged or obsolete cells. Typically dying cells are engulfed by neighboring phagocytic cells. In some cases, the phagocytic cells directly promote the death of neighboring cells, in a process called “phagoptosis.” The ovary of the vinegar fly, *Drosophila melanogaster*, provides a valuable model to investigate the differences between cell death mechanisms. The oocyte is normally supported by nurse cells during its development, and at the end of oocyte development the nurse cells undergo phagoptosis by surrounding follicle cells. Nurse cells can also undergo a form of cell death called apoptosis earlier in development in response to starvation, and apoptotic nurse cells are phagocytosed by follicle cells. To identify and contrast the molecular pathways underlying these morphologically and genetically distinct cell death paradigms, we compared their genome-wide transcriptional, translational, and secretion profiles. In this report, we describe the genes and major pathways identified in the screens and the striking consequences to *Drosophila melanogaster* oogenesis caused by genetic disruption of these genes. To our knowledge, this study is the first of its kind to comprehensively characterize two distinct apoptotic and non-apoptotic cell death paradigms in the same tissue.

## Introduction

Oogenesis is a tightly regulated interplay of germline and somatic cells conspiring to produce a viable egg. Like industrial production lines, organisms have evolved to reinforce egg production by adapting quality control measures, such as inspection checkpoints, corrective action, and elimination of defective egg chambers to optimize the health of eggs. Cell death is a requisite means to cull both sub-optimal products of oogenesis, as well as superfluous peripheral tissues that have completed their respective roles in supporting the oocyte on its way to maturation [1].

In *Drosophila melanogaster*, the egg chamber undergoes 14 well-defined stages of development, with significant physical and physiological interactions between the oocyte, the germline-derived Nurse Cells (NCs) and the somatic Follicle Cells (FCs) that form a monolayer encapsulating the germline [2,3] (Fig 1A). Multiple regulated cell death events mark the checkpoints during which both the egg’s competence and the suitability of the environment is surveyed. One such crucial checkpoint is encountered in mid-oogenesis during stages 7 through 9, when the decision to invest energy into yolk, chorion, and vitelline membrane deposition is made. As previously reported [4,5], seemingly innocuous physiological stressors such as short-term protein deprivation can induce a 60-fold difference in the rate of oogenesis. This diminished oviposition results in part from the degeneration of egg chambers in mid-oogenesis, which can be readily identified by the condensed and fragmented appearance of NC nuclei and the enlargement of FCs as they synchronously engulf the germline cells [6,7] (Fig 1A). Investigation into the underlying genetic factors has identified important roles for effector caspase *Dcp-1* [8–10] and autophagy [11–14], indicating that the germline is eliminated by a combination of apoptosis and autophagic mechanisms. Further, FCs express the phagocytic receptor Draper (Drpr) on their cell surfaces which promotes recognition and internalization of the dying germline, leading to the subsequent activation of the JNK signaling pathway to promote resolution of clearance [6,7,15].

**Fig 1:**
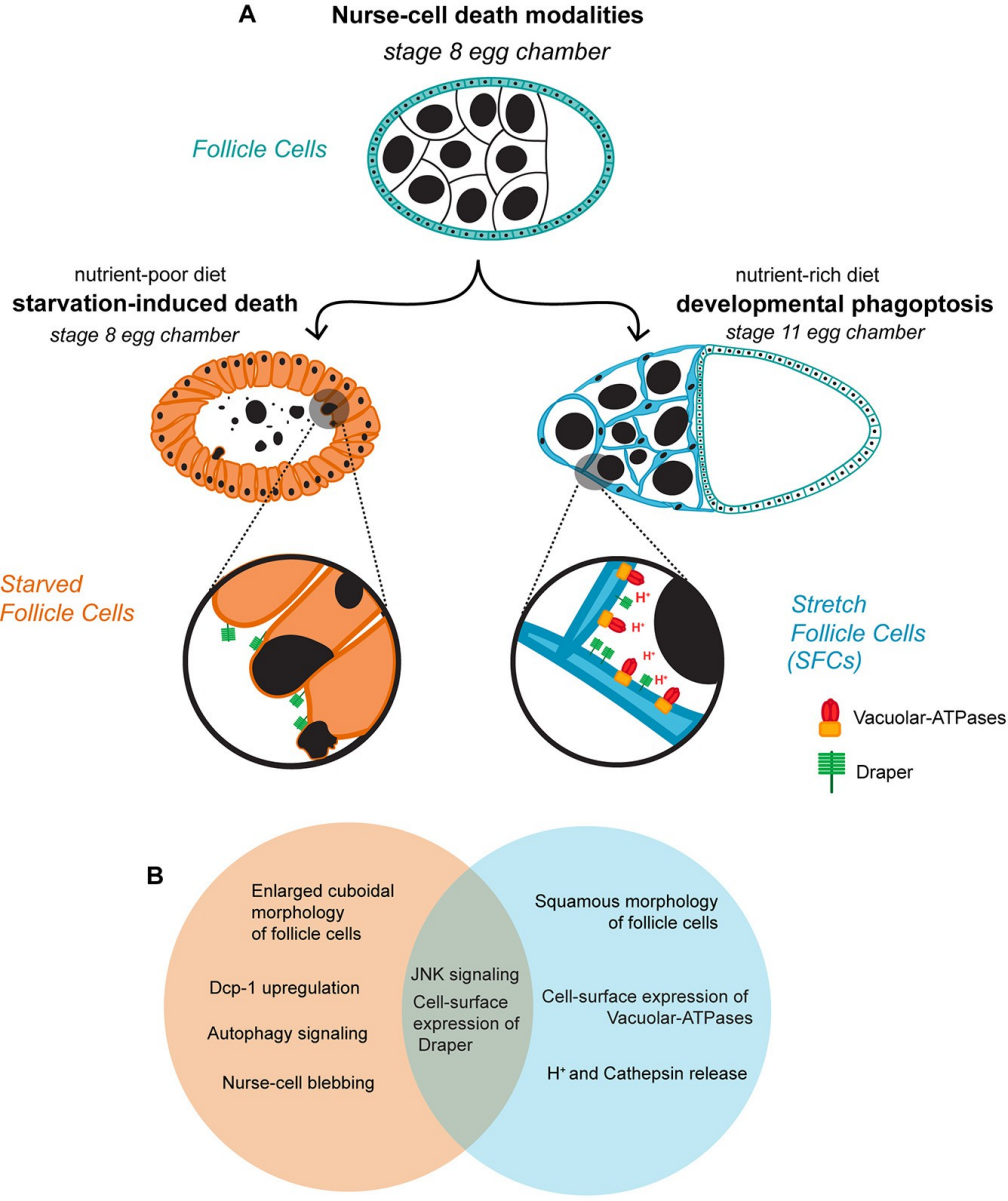
Nurse cell (NC) clearance is regulated apoptotically or non-apoptotically depending on environmental cues. (A) Schematic illustrating the different fates of egg chambers. A stage egg 8 chamber is completely surrounded by follicle cells (shown in teal). When the milieu is optimal and sufficient dietary protein is available, oogenesis proceeds (right side). A subset of the follicle cells differentiates into stretch follicle cells (SFCs, blue) and express the phagocytic receptor Draper and the proton pump Vacuolar-ATPase on their plasma membrane, ultimately acidifying the germline sister Nurse Cells (NCs, large black nuclei) externally to clear them. In contrast, when the organism is deprived of nutrition (left side), follicle cells enlarge in place (orange) and engulf the NCs, also by expressing Draper on their surfaces. In both death modalities, FCs clear NCs, albeit using different morphological configurations and biochemical pathways, providing a unique opportunity to study diverse cell death modalities in the same system (B) Venn diagram illustrating that developmental phagoptosis (blue) and starvation-induced death of NCs (orange) share key features such as the expression of Draper on the surface of the follicle cells and the activation of JNK signaling.

When the milieu is optimal and any physiological insults are overcome, oogenesis proceeds through 14 stages. A marked difference in egg chamber morphology is observed as it enters the vitellogenic phase in mid-oogenesis after stage 8. A majority of the FCs encapsulate the oocyte, referred to as Main Body FCs (MBFCs), and a subset of them flatten and elongate to become Stretch Follicle Cells (SFCs) and extend into the spaces between the NCs [16] (Fig 1A). These later stages of oogenesis culminate in the nurse cells undergoing developmentally programmed non-apoptotic cell death. Stage 11 is defined by nurse cell “dumping”, in which maternal mRNAs, proteins and organelles from the NCs are deposited into the transcriptionally quiescent oocyte via ring canals, leaving behind the NC nuclei and a small amount of cytoplasm [3]. By stage 13, the NC nuclei begin to be eliminated non-autonomously and asynchronously by SFCs, in a process morphologically and physiologically distinct from starvation-induced NC clearance [17]. At the close of oogenesis at stage 14, all the NCs are cleared away, leaving only the fully developed oocyte.

Developmental NC death is controlled non-cell-autonomously and mediated by SFCs. Genetic ablation of SFCs revealed that SFCs were required for NC dumping, death, and clearance [18], while disruption of caspases and autophagy-related genes failed to prevent NC death, indicating that developmental NC death occurs through non-apoptotic and non-autophagic mechanisms [18,19]. However, the usual suspects in engulfment—*drpr*, *Ced-12*, and the JNK signaling pathway, were found to be required for NC death and clearance, indicating that the phagocytosis machinery is deployed by SFCs [18]. Subsequently, the NCs are externally acidified by SFCs targeting their lysosomal machinery, specifically Vacuolar-ATPases (V-ATPases), to their plasma membranes [20]. This form of cell death, where the phagocytosis apparatus of one cell is harnessed to kill another cell, which would otherwise continue to live, is known as phagoptosis [21,22]. Further details on the molecular mechanisms underlying both phagoptosis and starvation-induced NC death modalities have been reviewed more comprehensively elsewhere [1,7].

In both of these forms of nurse cell death and clearance, epithelial follicle cells are recruited for NC elimination, acting as non-professional, tissue-resident phagocytes, albeit in distinct morphological configurations (Fig 1A). While there are differences in genes required in the NCs for their death, the two death regimes share some components, specifically in the engulfment machinery acting in FCs, indicating that clearance requires the preferential activation or repression of specific sub-routines of death-associated signaling cascades (Fig 1B). The follicle cells could also be primed differentially by distinct external cues, arising both from NCs, in the form of “find me” and “eat me” signals [23], as well as from the extracellular environ, shaped in part, by the nutrient sensing pathway. How follicle cells in mid-oogenesis are able to make context-driven decisions to steer the fates of nurse cells, and of themselves, remains to be determined.

To determine how follicle cells are deployed differently during the two types of NC death, we took a multimodal approach by capturing the “translatome” and “secretome” of follicle cells in these diverse contexts. We performed Translational Ribosome Affinity Purification with RNA-sequencing (TRAP-seq), in addition to proximity labeling (HRP-KDEL) followed by Liquid Chromatography tandem mass-spectrometry (LC-MS/MS) of all follicle cells (AFCs) under fed and starved conditions, as well as the subset of SFCs, to identify the pathways that promote distinct nurse cell clearance processes. Further, we compared the translational profiles of fed AFCs and fed SFCs to their transcriptional profiles obtained by integrating two previously published single-cell RNAseq atlases of the fly ovaries [24,25] to identify genes that are exclusively under translational regulation. Our analyses and *in vivo* follow-up studies identified several key genes and pathways that play vital roles during the making of a healthy egg, such as maintaining the oocyte reserve, ensuring structural integrity of the egg chamber and regulating metabolic and signaling pathways. In summary, we have generated a multidimensional portrait of fly ovarian follicle cells with which we identify and distinguish key differences between follicle cell populations with a focus on regulators of NC death and clearance.

## Results

### Establishing the translatome, secretome, and transcriptome of AFCs and SFCs

To capture the translatome or the set of all mRNAs undergoing translation in a cell, we performed TRAP-seq [26,27], by expressing GFP-tagged large ribosomal subunit 10a in follicle cells using the GAL4/UAS system [28,29]. 

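RpL10Ab is a protein of the large ribosomal subunit. Its GFP fusion allows ribosomes to be pulled down with an anti-GFP antibody from only those cells in which a GAL4 driver is active, and the mRNA bound to them is sequenced. The level of a gene in such a library therefore depends on the amount of its mRNA and on how much of that mRNA is bound to tagged ribosomes. The TRAP-seq data comprise 9 libraries, with 3 biological replicates in each of 3 groups. Fed AFC libraries came from GR1>*RpL10Ab*-GFP flies aged 3 days at 25°C and then given yeast paste for 2 days. Starved AFC libraries came from flies of the same genotype that spent 16 to 20 h on apple juice agar without yeast. Fed SFC libraries came from PG150>*RpL10Ab*-GFP flies fed in the same way as the fed AFC group. About 100 flies went into each library. The methods give thoraxes and abdomens as the collected tissue and abdomens as the tissue that was homogenized, and the deposited sample descriptions name both as well. These descriptions call the *GR1-GAL4* samples main body follicle cells, whereas the paper calls them AFCs, the name used here. The paper states that *GR1-GAL4* is also active in SFCs, so the fed AFC baseline includes SFC mRNA. For *PG150-GAL4* the paper names centripetal cells beside SFCs, so the SFC libraries can include mRNA of centripetal cells. The gene that carries the tag, *RpL10Ab* itself (FBgn0036213, chromosome 3L from 11822851 to 11824211 of BDGP6.54, overlapping *CG32095* on the other strand), was read at 3399 ± 841 CPM (counts scaled to library size) in fed AFCs, 2851 ± 460.4 in starved AFCs and 1816 ± 595 in SFCs (mean ± SD, n = 3).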

We then performed immunoprecipitation to capture ribosome-bound mRNAs and subsequently sequenced and analyzed the transcripts. We used the *GR1-GAL4* strain to express RpL10Ab-GFP in all follicle cells after stage 3 of oogenesis (which we refer to as AFCs) (GR1>*RpL10Ab*-GFP) and the *PG150-GAL4* strain to express RpL10Ab-GFP in SFCs (PG150>*RpL10Ab*-GFP). RpL10Ab-GFP was confirmed to localize to the cytoplasm and nucleolus of the intended FC subtypes corresponding to the two GAL4 drivers (Fig 2A–2D”).

**Fig 2:**
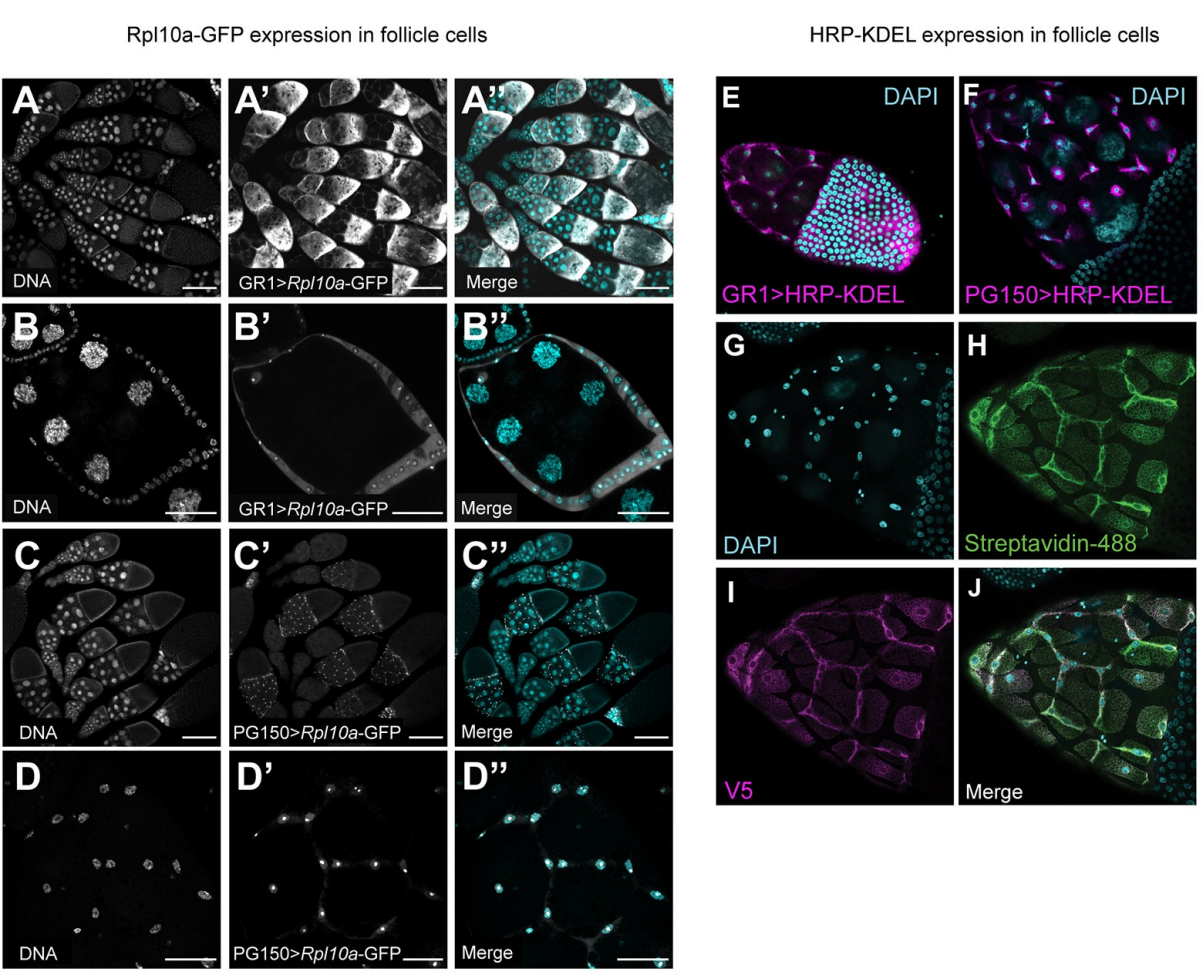
Expression of the RpL10Ab-GFP construct for TRAP-seq and the HRP-KDEL construct for LC-MS/MS. (A-D”) Egg chambers of indicated genotypes stained with DAPI. Merge shows DAPI in cyan and GFP in white. (A-A”) Several ovarioles expressing *GR1 > RpL10Ab-GFP* in AFCs. Younger egg chambers are located anteriorly (left). Scale bars = 200μ (B-B”) Expression of *GR1 > RpL10Ab-GFP* in AFCs of mid-stage egg chamber. Scale bars = 50μ (C-C”) Several ovarioles expressing *PG150 > RpL10Ab-GFP* in SFCs. Scale bars = 200μ (D-D”) Expression of *PG150 > RpL10Ab-GFP* in SFCs of stage 10 egg chamber. Scale bars = 50μ. (E-F) Egg chambers of indicated genotypes stained for DAPI (cyan) and anti-V5 (magenta) to detect HRP-KDEL. (E) *GR1>HRP-KDEL-V5* stage 9 egg chamber shows HRP-KDEL in all follicle cells. (F) *PG150>HRP-KDEL-V5* stage 10 egg chamber shows HRP-KDEL in stretch follicle cells only. (G-H) *PG150>HRP-KDEL-V5* stage 11 egg chamber with (G) DAPI, (H) biotinylated proteins (Streptavidin-488, green), and (I) HRP-KDEL (anti-V5, magenta). (J) Merge demonstrating that protein biotinylation pattern is restricted to cells expressing HRP-KDEL.

To establish the secretome or the set of all trans-membrane and secreted proteins of the follicle cells, we took a tissue and organelle-specific proteomics approach by combining the GAL4/UAS system with proximity-dependent protein labeling, followed by LC-MS/MS. Proteins fated to be secreted or trans-membrane are trafficked through the endoplasmic reticulum (ER) and Golgi network. To isolate and identify these proteins, we biochemically tagged and enriched proteins in the ER by expressing a genetically tagged fusion construct downstream of UAS, carrying horseradish peroxidase (HRP) fused to the ER-retention signal KDEL, along with secretion signal IgK leader sequence (ss) and the V5 epitope [30]. We expressed ss-HRP-KDEL-V5 in follicle cells, where it localizes to the ER. Like the translatome, we used GR1-GAL4 to express ss-HRP-KDEL-V5 in all follicle cells (GR1>ss-HRP-KDEL-V5) (Fig 2E) and PG150-GAL4 to express ss-HRP-KDEL-V5 in SFCs (PG150>ss-HRP-KDEL-V5) (Fig 2F). Next, we exposed dissected ovaries to biotin-phenol substrate and a brief pulse of H_2_O_2,_ which catalyzes the biotinylation of the proteins in the vicinity of HRP. We confirmed that the biotinylation is HRP-specific with α-V5 and streptavidin-488 staining (Fig 2G–2J) and additionally verified that the biotinylation is contingent on the availability of the biotin-phenol substrate and H_2_O_2,_ (S1A and S1B Fig). We then performed streptavidin enrichment followed by on-bead trypsin digestion and LC-MS/MS on the samples in two batches.

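For each library, the authors deposited Salmon's estimated number of reads for each of 30215 transcripts, without normalization, beside the transcript's length and TPM. The estimated counts were used here. By their identifiers, 30179 transcripts matched the BDGP6.54 gene annotation, which is a later release than the BDGP6.32 release the authors used, and their counts were summed over 14077 genes and rounded. The 36 unmatched transcripts held at most 0.114% of the reads of a library. Library totals ranged from 35798375 to 41714626 reads in fed AFCs (median 41469045), from 36522866 to 42282780 in starved AFCs (median 37766811) and from 30551253 to 45910215 in SFCs (median 45207249). Their mean was 39.7 M estimated reads, beside the paper's 49 M reads. Reads on 21 rRNA pseudogenes took from 1.19% of a library, in fed AFC replicate 2, to 36.3%, in SFC replicate 2, where 19.4 M reads were left outside them. At least 10 reads were found on 13253 genes in fed AFC replicate 1 and on 9273 to 10872 genes in each of the other libraries.

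**Figure D1:**
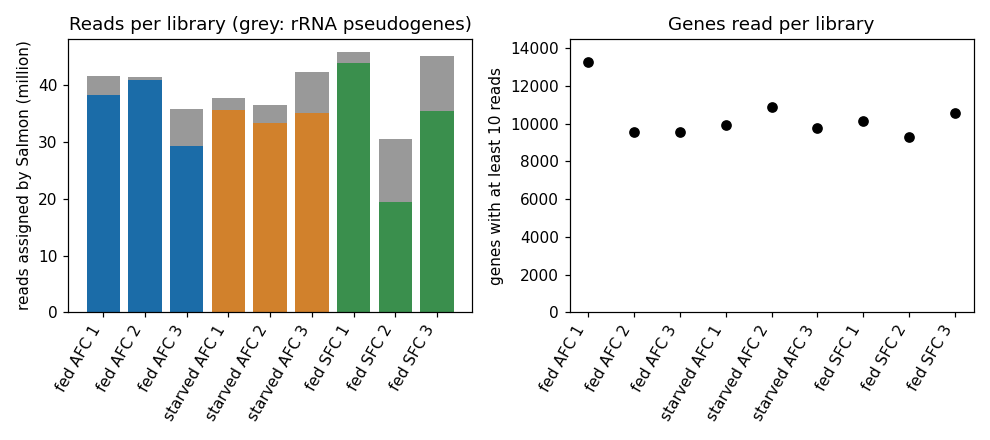
Estimated reads per library (left; the grey part of each bar is reads on rRNA pseudogenes) and number of genes with at least 10 reads (right) for the 9 libraries, colored by group. Fed AFC replicate 1 has the most genes with 10 reads (13253), and SFC replicate 2 has the fewest reads (30551253) and the largest rRNA pseudogene part (36.3%).

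Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 10870, scaled by the TMM method and compared by edgeR's quasi-likelihood test with 1 mean per group and the spread estimated over all 9 libraries. P-values were adjusted by the Benjamini-Hochberg method within each comparison. The paper's methods name DESeq2 with apeglm shrinkage, and DESeq2 was run as an alternative. Fed SFCs and starved AFCs were each compared with fed AFCs, and their effects were compared by testing fed SFCs against starved AFCs, here called the difference. LFC stands for the log2 fold change of that fit, SE for its standard error, and levels are TMM-normalized CPM as mean ± SD over the 3 libraries of a group. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a two-sided p below 0.1. The median LFC over all genes was -0.10 in SFCs and -0.09 in starved AFCs, and another scaling moved it by less than 0.05.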

To identify differentially expressed genes from the TRAP-seq experiment, we generated biological triplicates corresponding to experimental groups of fed AFCs, fed SFCs and starved AFCs (Fig 3A), with each replicate averaging over 49 million reads (Fig 3B). 

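The fed SFC libraries differed from the fed AFC libraries in 325 of the 10870 genes at an adjusted p below 0.05 (edgeR's quasi-likelihood test), 132 of them higher and 193 lower in SFCs. Without adjustment, 2137 genes had p below 0.05, of which 985 were higher. In 2272 genes (20.9%) the 3 SFC values lay entirely above or below the 3 fed AFC values, where chance gives 10%, and 324 of the 325 were among them. DESeq2 with transcript length offsets called 1132 genes, 428 higher and 704 lower, which included 324 of the 325. Leaving out fed AFC replicate 3 moved the number most, to 85, of which 83 were among the 325. It was 487 without fed AFC replicate 1, 174 without SFC replicate 2 and 197 without SFC replicate 3, of which 82 were lower. With a trend on exon length removed, which was added after the data were seen, 165 were higher and 135 lower. Without fed AFC replicate 2, 67 genes were higher and 138 lower. The genes named next are the 5 in each direction with the smallest adjusted p among those whose groups did not overlap. *CG13947* (FBgn0031277, chromosome 2L from 779173 to 779655 of BDGP6.54) rose from 41.8 ± 13.5 CPM in fed AFCs to 476 ± 119.8 in SFCs, with an LFC of 3.51 (SE 0.29, adjusted p = 0.000129). *CR13656*, *CG14711*, *TpnC41C* and *Hpd* followed, with LFCs of 3.35, 2.30, 3.84 and 2.08. *CG3397* (FBgn0037975, chromosome 3R from 11983098 to 11984541) fell from 182 ± 87.5 CPM to 0.0982 ± 0.0949, with an LFC of -10.53 (SE 0.70, adjusted p = 2.97e-05). No read of *CR33487* was found in the 3 SFC libraries, so it was at least 648-fold lower than its 15.2 CPM in fed AFCs, taking 3 counts over the group as the floor. *CG12224*, *LysD* and *LysB* had LFCs of -4.80, -5.65 and -5.38. The lysozyme genes are close paralogs whose reads Salmon may have divided between them. *LysB* and *LysD* are also in the list written here for midgut. All 10 kept an adjusted p below 0.05 with any 1 of the 9 libraries left out.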

Analysis with Salmon and DEseq2 identified 1133 differentially translated genes (FDR Adjusted p<0.05) associated with phagoptotic clearance of nurse cells by comparing fed SFC samples to the fed AFC baseline (S2 Table). Similarly, comparison of starved AFC samples to fed AFCs identified 99 differentially translated genes (FDR Adjusted p<0.05) (S3 Table). 

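Starved AFCs differed from fed AFCs in 24 of the 10870 genes (adjusted p below 0.05, edgeR's quasi-likelihood test), and all 24 were lower in starved AFCs. No gene was called higher, although 546 genes had an unadjusted p below 0.05 and 229 of these were higher. DESeq2 called 101 genes, 10 of them higher, and included all 24. limma-voom called 33, 3 of them higher. The groups did not overlap in 1313 genes (12.1%), close to the 10% that chance gives, and all 24 were among these. Leaving out single libraries gave 15 calls without fed AFC replicate 1, 11 without fed AFC replicate 3, 10 without starved replicate 1, 9 without starved replicate 2, 8 without starved replicate 3 and 13 without SFC replicate 2. The 5 genes with the smallest adjusted p were *Jon65Ai*, *CG32642*, *Jon25Bi* and *Jon99Fi*, each at an adjusted p of 0.000645, and *Jon25Biii* (0.00179), with LFCs of -2.45, -2.72, -2.92, -2.19 and -1.99 in that order. Each stayed below 0.05 with any 1 library left out. The *Jon* genes encode serine proteases of 1 family with several similar members, between which reads can be divided. They are also in the list written here for midgut. The paper states that *GR1-GAL4* is weakly active in the gut, so their falls need not come from follicle cells. *Jon25Bi* (chromosome 2L from 4954279 to 4955144 of BDGP6.54) fell from 913 ± 150.2 CPM to 121 ± 10.9 (SE of the LFC 0.28). *Cp38* was also among the 24, as were *Femcoat*, *yellow-g* and *yellow-g2*, which were named after their values were seen.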

The functional roles played by these candidates is described in detail in subsequent sections. To identify differentially abundant proteins from the LC-MS/MS experiment, we generated two replicates of fed AFC samples corresponding to two replicates each of fed SFCs and starved AFCs that were generated in separate batches (Fig 3C). Stringent database (MaxQuant) based spectral searching identified ~2200 unique proteins in batch 1 samples, and ~1800 in batch 2 samples (S1C and S1D Fig). The *GR1-GAL4>UAS-HRPKDEL* dataset was compared to a *GR1-GAL4* control dataset using COMPLEAT (Protein COMPlex Enrichment Analysis Tool) and nine of the top ten enriched complexes were known ER protein complexes [44], demonstrating correct subcellular localization of HRP to the ER. After removing decoys (reversed protein sequences used to gauge the false discovery rate) and potential contaminants (e.g. trypsin), we obtained a high confidence set of 40 differentially abundant proteins in the SFCs comparison (S2 Table) and 14 proteins in the starvation-induced comparison (FDR Adjusted p<0.05) (S3 Table).

**Fig 3:**
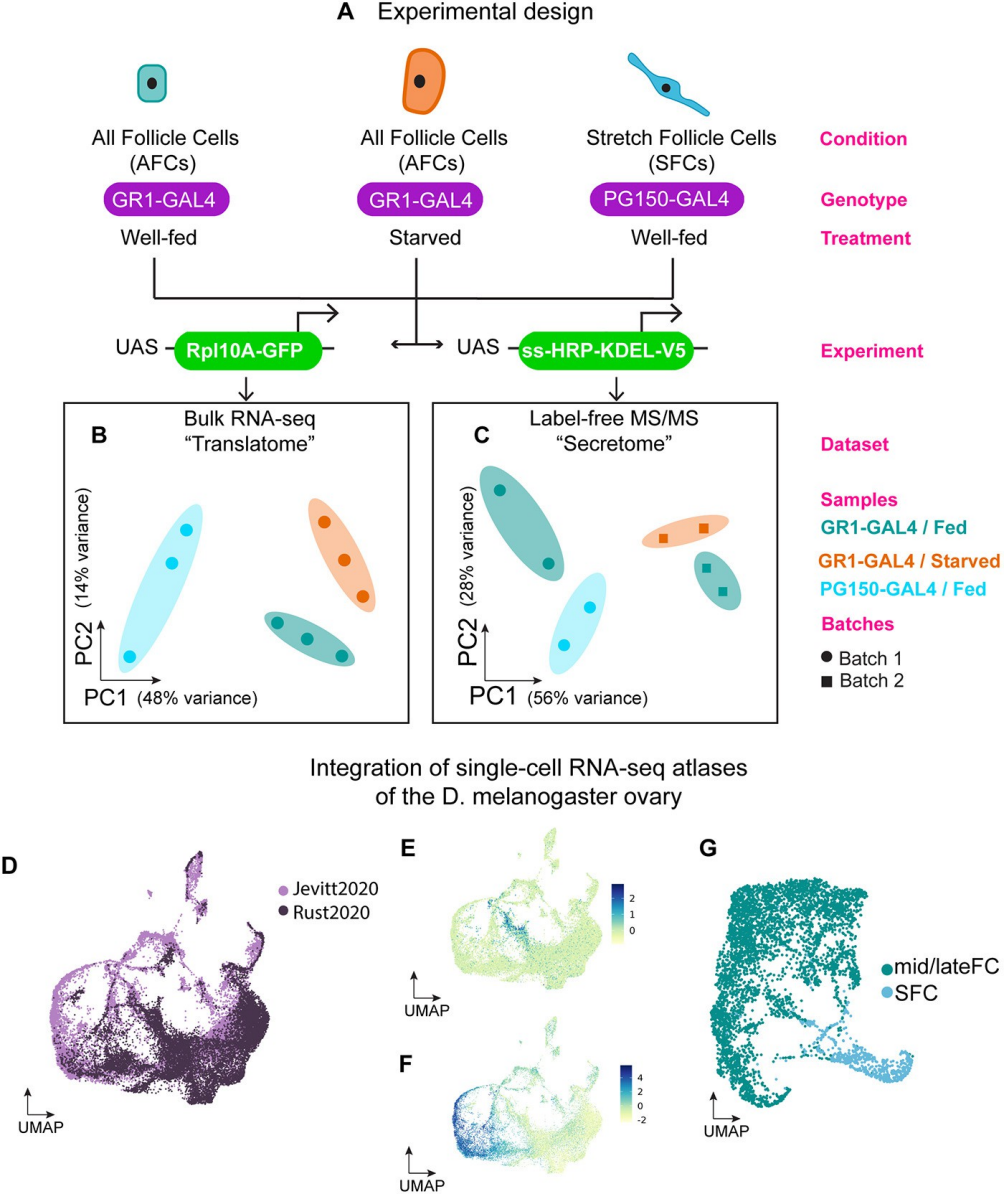
Establishing the translatome, secretome, and transcriptome of AFCs and SFCs. (A) Schematic illustrating the experimental design for identification of the translatome and secretome from 3 conditions/cell types. *GAL4* drivers *GR1* and *PG150* were used to drive expression of *RpL10Ab-GFP* in AFCs (fed or protein-starved) and SFCs. The resulting GFP-conjugated ribosomes were immunoprecipitated and the mRNAs bound to the ribosomes were sequenced to produce the translatome. Similarly, to generate the secretome, *GR1* and *PG150* were used to drive the expression of *ss-HRP-KDEL-V5* in AFCs and SFCs. HRP-KDEL expressed in cells localizes to the endoplasmic reticulum and biotinylated when incubated with biotin-phenol and H_2_O_2_. The tagged proteins were subsequently isolated using streptavidin beads and analyzed via LC-MS/MS to produce the secretome. (B) PCA Dimension reduction of aggregated gene-level transcript counts in translatome bioreplicates. (C) PCA of peptide intensity values of secretome bioreplicates. (D) UMAP embedding of Seurat RPCA integrated cells from publicly available single-cell RNA-seq atlases of the *Drosophila melanogaster* ovaries [24,25]. Cells are colored by the dataset of origin. (E) UMAP embedding of the integrated ovary datasets colored by SFC module score. To identify cells most likely to be stretch follicle cells in the integrated dataset, an aggregate score comprising the expression values of canonical SFC markers used in the published individual datasets were computed and projected on to the UMAP. (F) UMAP embedding of the integrated ovary datasets colored by mid/late follicle cell module score. To identify cells most likely to be mid/late follicle cells in the integrated dataset, an aggregate score comprising the expression values of canonical mid/late follicle cell markers used in the published individual datasets were computed and projected on to the UMAP. (G) Cells with a high SFC score (>1) and high mid/late follicle cell score (>2x) were extracted from the integrated dataset and subject to reclustering. Updated PCA and UMAP embeddings were computed for the new mid/late follicle cell and SFC subset and clusters containing mid/late follicle cells and SFCs were identified after normalizing read counts in the new subset.

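Principal components were computed here on log2 CPM (prior count 2) of the 500 genes with the highest variance. PC1 held 42.2% of the variance and PC2 30.1%. PC1 set fed AFC replicate 1 apart from the other 8 libraries and did not separate any pair of groups. PC2 separated the 3 SFC libraries from the 3 starved AFC libraries, with SFC replicate 2 farthest out. PC3 held 8.83% and separated none. The transformation changed this picture. After DESeq2's variance stabilizing transformation, PC1 held 46.4% and separated SFCs from both AFC groups, and PC2 held 14.4% and separated starved from fed AFCs. On the log2 CPM scale without fed AFC replicate 1, PC1 held 53.2% and separated SFCs from both AFC groups, and PC2 held 16.4% and separated fed AFCs from both other groups. Without SFC replicate 2, PC1 held 63.4% and PC2, with 11.8%, separated SFCs from both AFC groups. Without starved replicate 2, PC1 separated SFCs from starved AFCs. Spearman correlations across genes between replicates, which are not independent observations, were 0.938 to 0.979 among fed AFCs, 0.968 to 0.980 among starved AFCs and 0.935 to 0.952 among SFCs.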

Next, we leveraged two previously published single-cell RNAseq atlases of the fly ovary [24,25] to obtain complete transcriptomic profiles of AFCs and SFCs, against which we compared our findings from the translatome and the secretome, as well identified gene regulatory programs with finer resolution. The Jevitt et al. atlas [25] comprises cells from egg chambers across all developmental time points. However, the Rust et al. atlas [24] does not include vitellogenic egg chambers but delineates precursors to SFCs. Therefore, we integrated the two datasets using Seurat Reciprocal PCA and obtained a reclustered subset of cells that include putative AFCs and SFCs across the developmental continuum (Fig 3D).

To identify AFC and SFC populations comparable to the translatome and secretome, we obtained a cell identity module score using Seurat *AddModuleScore* based on the expression of canonical AFC and SFC markers, such as *Yp1* and *cv-2* respectively (A-E in S2 Fig) [31]. For the scope of this study, we bisected the reclustered subset broadly into AFCs and SFCs and identified differentially expressed genes between the two groups and confirmed their concordance with findings from the original publications (Fig 3E–3G). We used the direction and magnitude of log_2_ fold change (LFC) values from this comparison (SFCs / AFCs) to contrast findings from the translatome and the secretome.

### Distinct genes contribute to overlaps in gene ontology (GO) terms enriched in SFCs and starved AFCs compared to fed AFCs

To identify shared and disjointed pathways between phagoptosis (fed SFCs vs. fed AFCs) and starvation-death of NCs (starved AFCs vs. fed AFCs), we compared the LFC estimates from both the translatome and the secretome (Fig 4A and 4B). For the sets of candidates identified in each dataset, we performed GO-term and KEGG pathway enrichment analysis [32]. 

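Congruency was taken as in the legend of Fig 4, with the same sign and an adjusted p below 0.05 (edgeR's quasi-likelihood test) against fed AFCs in both SFCs and starved AFCs. By this rule 12 genes were lower in both and none was higher in both. The 12 included the chorion genes *Cp15*, *Cp16*, *Cp18*, *Cp19* and *Cp36*, the proteases *Jon25Bi*, *Jon25Biii*, *Jon65Ai* and *Jon99Fi*, and *CG32642*. The other 2, *Acbp3* and *Ugt36A1*, were named after their values were seen. The *Jon* proteases are in the list written here for midgut, where *GR1-GAL4* is weakly active according to the paper. At an unadjusted p below 0.05, 86 genes were higher and 128 lower in both. DESeq2 found 4 higher and 46 lower, DESeq2 with transcript length offsets 5 and 50, and limma-voom 0 and 21. Both comparisons use the same 3 fed AFC libraries, so they share chance values. In 20 simulations of unchanged groups against these libraries, no gene was called in both, and at the unadjusted threshold 58 to 93 genes were higher in both and 24 to 50 lower in both. The observed 86 lies within the first range and the observed 128 above the second. In opposite directions, 22 genes were at that threshold in both, against 0 to 3 in the simulations, and 64.8% of all tested genes had the same sign, below the simulated 65.8% to 67.5%. The correlation of the LFCs across genes was 0.508, against a mean of 0.497 in the simulations. Single libraries changed the number of congruently lower genes to 7 without fed AFC replicate 2, 2 without fed AFC replicate 3, 7 without starved replicate 1, 5 without starved replicate 2, 7 without starved replicate 3, 5 without SFC replicate 2 and 6 without SFC replicate 3. Without fed AFC replicate 1, 1 gene was higher in both.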

We identified 5 congruently upregulated genes in the translatomes of SFCs and starved AFCs (Fig 4C) involved in cytoskeletal remodeling (GO:0030239, GO:0061640, GO:0031032) and 49 congruently downregulated genes, a majority of which are associated with vitelline membrane and chorion deposition (GO:0007304, GO:0030703) (Fig 4D). 

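A gene called in only 1 comparison is not thereby shown to differ between SFCs and starved AFCs, so the difference was tested. Of the 313 genes called only in SFCs, 152 were also called in the difference (adjusted p below 0.05, edgeR's quasi-likelihood test), and 235 had the same sign in starved AFCs. Of the 12 genes called only in starved AFCs, 6 were called in the difference and all 12 had the same sign in SFCs. Same signs are favored by the shared fed AFC libraries, and no simulated value was made for called genes, so the sign counts decide nothing. For the terms shared by both death modalities, the gene lists of S1 Table were tested with fry, a rotation test of limma, adjusted over the 31 lists of a comparison. The study chose these lists on the same libraries, so they are not independent evidence. The 7 genes listed for eggshell formation had a median LFC of -1.54 in SFCs (adjusted p = 0.00756) and -1.96 in starved AFCs (adjusted p = 0.00568), and the 2 effects were not shown to differ (adjusted p = 0.342). The 13 genes listed for actomyosin structure organization were all higher in SFCs, with a median LFC of 1.17 (adjusted p = 0.00536), while in starved AFCs the median was -0.01 (adjusted p = 0.955). This difference was past the threshold (median 1.34, adjusted p = 0.00822). 5 of the 13 were called among all genes and 12 when adjusted over the list alone.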

We also identified other genes associated with the same GO-terms but individual genes were unique to either SFCs or starved AFCs, highlighting the molecular differences underlying the similar processes that give rise to diverse phenotypic outcomes. The 415 genes uniquely upregulated in the SFC translatome were enriched for inositol and tyrosine metabolism (GO:0006020, GO:0006570), defense response (GO:0006952), and organic acid catabolism (GO:0016054). 

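Here 132 genes were higher in SFCs only. The genes that S1 Table lists for the 4 terms were tested as lists with fry. All were drawn by the study from these libraries and are not independent evidence, and all of their members were higher in SFCs. Inositol metabolism (5 genes) had a median LFC of 1.51 (adjusted p = 0.00764), with 2 called among all genes and 5 adjusted over the list alone. Tyrosine metabolism (5 genes) had a median LFC of 1.98 (adjusted p = 9.48e-05), with 4 called among all genes and 5 adjusted over the list alone. Defense response (25 genes) had a median LFC of 1.38 (adjusted p = 0.000688), with 7 called among all genes and 25 adjusted over the list alone. Organic acid catabolism (11 genes) had a median LFC of 1.39 (adjusted p = 9.48e-05), with 5 called among all genes and 11 adjusted over the list alone. In starved AFCs the medians of the 4 lists were -0.09, 0.22, 0.36 and 0.07 and none was past the threshold (adjusted p = 0.169 to 0.881). The difference between SFCs and starved AFCs was past it for each (adjusted p = 0.0277 for inositol metabolism, 0.00265 for defense response and 0.000428 for both of the others). The SFC result of the 4 lists held in all 16 alternatives, which included camera, a second list test with a preset correlation of 0.01 between genes.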

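In S1 Table, the terms glucose homeostasis and response to starvation rest on 1 gene of the starved AFC translatome, *Pepck1* (*pepck1* in the text), and lipid biosynthesis on *Pepck1* and *FASN2*. As lists, tested with fry and adjusted over 31 lists, *Pepck1* alone had an adjusted p of 0.0354 and the pair an adjusted p of 0.0268 in starved AFCs. Neither was a call among all 10870 genes. Both lists were also higher in SFCs, with median LFCs of 0.74 and 0.75 that were not past the threshold (adjusted p = 0.0861 and 0.0664), and the starved effect was not shown to differ from the SFC effect (adjusted p = 0.228 and 0.213). The starved result of the pair was lost without fed AFC replicate 3 (0.0669), starved AFC replicate 1 (0.0554), starved AFC replicate 2 (0.0977), starved AFC replicate 3 (0.0650) or fed SFC replicate 1 (0.0686), and that of *Pepck1* without fed AFC replicate 2 (0.0504), fed AFC replicate 3 (0.0886), starved AFC replicate 1 (0.0554), starved AFC replicate 2 (0.120), starved AFC replicate 3 (0.0888) or fed SFC replicate 1 (0.0687). The adjusted p of the pair ranged from 0.0108 to 0.0977 with single libraries left out. The study drew these lists from the same libraries, so they are not independent evidence.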

Accordant with our expectations, we found glucose homeostasis (GO:0042593), response to starvation (GO:0042594), and lipid metabolism (GO:0008610) over-represented exclusively in the starved AFC translatome. Notably, response to wounding (GO:0009611) was also over-represented in this group (S1 Table).

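The term response to wounding rests on 1 gene in S1 Table, the antimicrobial peptide gene *AttD*. Tested as a list with fry, it was past the threshold in starved AFCs (adjusted p = 0.0392 over 31 lists) and not in SFCs, where its LFC was -0.00 (adjusted p = 0.972). The difference was past the threshold (adjusted p = 0.0329). With single libraries left out, the starved result had an adjusted p of 0.0266 without starved replicate 1 and was lost without fed AFC replicate 1 (0.103), fed AFC replicate 2 (0.0899), fed AFC replicate 3 (0.0835), starved AFC replicate 2 (0.122), starved AFC replicate 3 (0.0888), fed SFC replicate 1 (0.0687), fed SFC replicate 2 (0.0558) or fed SFC replicate 3 (0.0674).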

**Fig 4:**
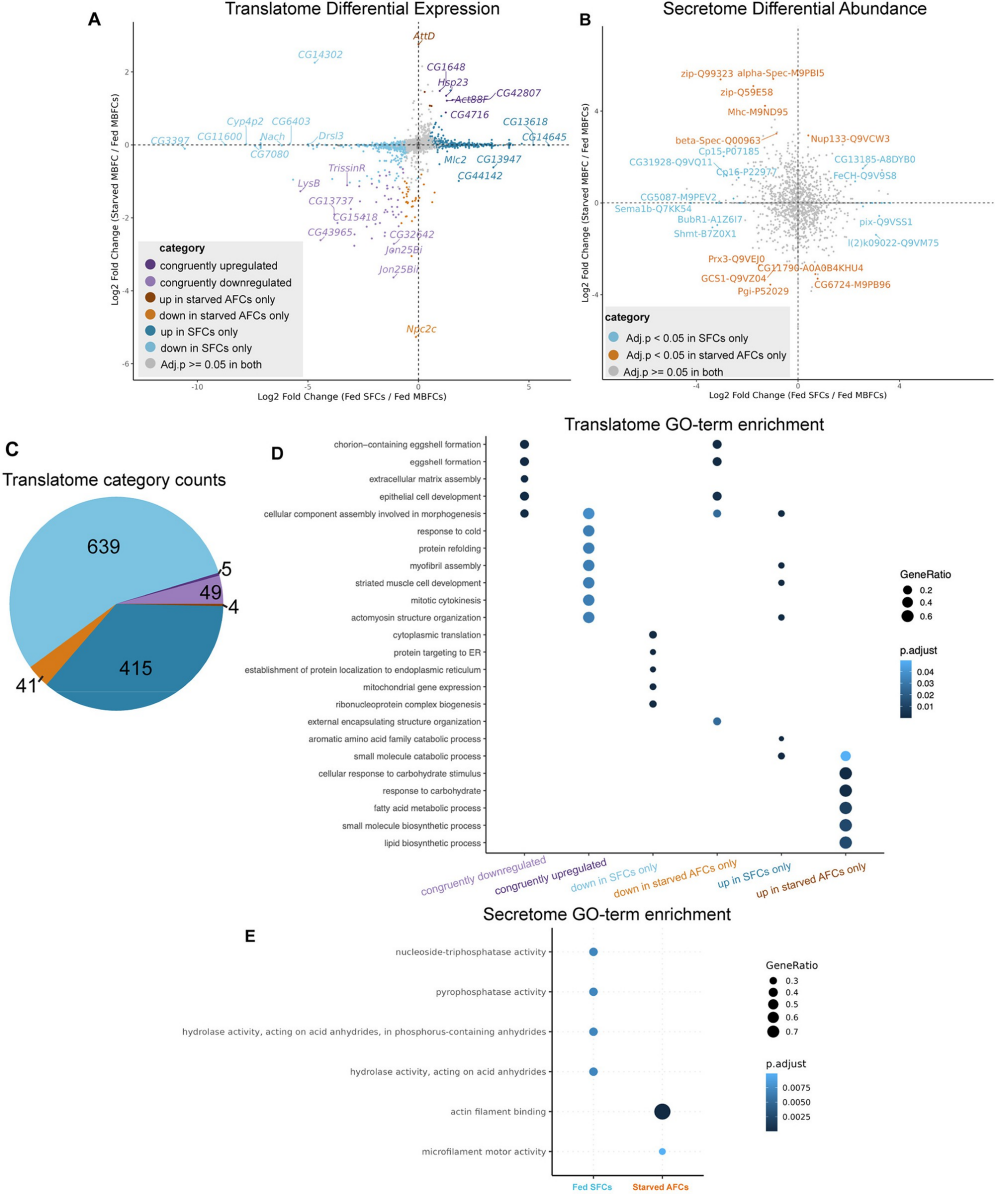
Functional enrichment of candidates identified in the translatome and secretome reveals pathways common and unique to phagoptosis (Fed SFCs/Fed AFCs) and starvation-death of NCs (Starved AFCs/Fed AFCs). (A) Scatterplot of differentially translated gene candidates in phagoptosis (Fed SFCs / Fed AFCs–x-axis) and starvation-death (Starved AFCs / Fed AFCs–y-axis) obtained using DESeq2. LFC differentials and FDR adjusted p-values from both analyses were compared to find genes congruently or uniquely regulated in both death modalities. Quadrants 1 and 3 indicate genes congruently up and down-regulated in phagoptosis and starvation-death respectively. Congruency was determined if the direction of LFC was the same and if the adjusted p-value was less than 0.05 in both. (B) Scatterplot of differentially abundant candidates in phagoptosis and starvation-death in the secretome. Proteins common to both death modalities were not found. UniProt identifiers along with gene symbols of detected proteins are specified. (C) Counts of genes regulated congruently and uniquely in phagoptosis and starvation-death of NCs in the translatome. Figure color legend same as in (A). (D) Dot plot of GO-terms enriched in the categories of differentially translated genes identified in (A and C). (E) Dot plot of GO-terms enriched in the secretome of fed SFCs and starved AFCs.

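Of the genes labelled in the scatterplot of translated candidates (Fig 4A), 21 are read here as changed in SFCs and 11 as changed in starved AFCs, with 7 of them in both. All had the direction of the plot here. In SFCs, 19 of the 21 were past an adjusted p of 0.05 (edgeR's quasi-likelihood test), and the groups did not overlap in any of the 21. The largest rise was that of *CG14645*, from 34.1 ± 28.2 CPM in fed AFCs to 2307 ± 1017 in SFCs (LFC 6.08, SE 0.71, adjusted p = 0.000970). It lies on chromosome 3R from 4335098 to 4335506 of BDGP6.54 and overlaps *Skp2* on the other strand. *CG13618* (LFC 5.42) and *Cyp4p2* (LFC -7.93) changed between levels close to 0 and levels of 12.6 and 2.52 CPM, so their LFCs depend on the prior count. *CG1648* and *CG42807* were not called (adjusted p = 0.0847 and 0.0801), except without starved replicate 3 (0.0450 and 0.0279). Calls of *Hsp23* (LFC 1.44, adjusted p = 0.0469) were lost without fed AFC replicate 1 (0.0777), fed AFC replicate 3 (0.203), starved AFC replicate 1 (0.0655), starved AFC replicate 2 (0.0644), starved AFC replicate 3 (0.0585), fed SFC replicate 2 (0.152) or fed SFC replicate 3 (0.0654), of *CG44142* without fed AFC replicate 2 (0.0527) or fed AFC replicate 3 (0.103) and of *CG7080* without fed AFC replicate 3 (0.0562). In starved AFCs, *CG32642*, *Jon25Bi*, *Jon25Bii* and *Npc2c* were called. All but *CG32642* are in the list written here for midgut. *Jon25Bii* fell from 314 ± 101 to 23.5 ± 15.4 CPM (LFC -3.74, adjusted p = 0.00324) and *Npc2c* from 5.33 ± 1.41 to 0.127 ± 0.0314 CPM (LFC -5.36, adjusted p = 0.0181), the latter lost without starved AFC replicate 1 (0.0910), starved AFC replicate 2 (0.127) or starved AFC replicate 3 (0.0715). *CG43965* (LFC -2.76, adjusted p = 0.0874) was called without starved replicate 3 (0.00883). DESeq2 called all 21 and 10 of the 11.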

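Counted by the same rule on the edgeR calls, 132 genes were higher and 181 lower in SFCs only, and 0 were higher and 12 lower in starved AFCs only. No gene was called in opposite directions, except 1 with the replicate block, 1 without fed AFC replicate 3 and 8 when an unadjusted p below 0.05 was enough in 1 of the comparisons. With DESeq2 the 4 counts were 411, 636, 6 and 45, and with limma-voom 134, 197, 3 and 9. With single libraries left out, the genes higher in SFCs only numbered 33 without fed AFC replicate 3, 67 without fed AFC replicate 2 and 83 without SFC replicate 2. Those lower in SFCs only numbered 284 without fed AFC replicate 1, 49 without fed AFC replicate 3, 86 without SFC replicate 2 and 76 without SFC replicate 3. Those lower in starved AFCs only numbered 5 without fed AFC replicate 1, 7 without fed AFC replicate 3, and 2, 4 and 1 without starved replicate 1, 2 and 3. 1 gene was higher in starved AFCs only without fed AFC replicate 3 or without starved replicate 1.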

While the candidates identified in the secretome were different from those identified in the translatome in both SFCs and starved AFCs, we observed that the GO-terms over-represented in the corresponding comparisons were equivalent. For example, we found actin and microtubule associated proteins over-represented in the starved AFC secretome (GO:0003779, GO:0008017, GO:0005200). In the SFC secretome, we found enrichment of proteins involved in the hydrolysis of acid anhydrides (GO:0016817) (Fig 4E). We did not find any congruity in the differentially abundant proteins identified in SFCs and starved AFCs in the secretome.

We also compared the LFC values of differentially expressed genes between SFCs and AFCs identified from the translatome and the integrated scRNA-seq transcriptome. After filtering out genes with adjusted p value > = 0.05 in both datasets, we found 18 genes concordantly upregulated and 45 genes concordantly downregulated in SFCs (S2F–S2H Fig). A majority of these genes were involved in cytoskeletal remodeling and cell morphogenesis or in eggshell deposition. 

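*Vm32E* (FBgn0014076, chromosome 2L from 11171167 to 11171665 of BDGP6.54) encodes a vitelline membrane protein. In the translatome it was read at 471 ± 152 CPM in fed AFCs and 52.0 ± 22.9 in SFCs, an LFC of -3.18 (SE 0.45, adjusted p = 0.00281 from edgeR's quasi-likelihood test). It remained below 0.05 with any 1 library left out. *CG12398* (FBgn0030596, chromosome X from 14911781 to 14913812) was weaker, at 19.0 ± 3.45 CPM in fed AFCs and 4.81 ± 2.26 in SFCs (LFC -1.98, SE 0.41, adjusted p = 0.0239). Its call was lost without fed AFC replicate 3 (0.154), fed SFC replicate 2 (0.0682) or fed SFC replicate 3 (0.0782). For both genes, every SFC library was below every fed AFC library. The other 2 datasets are not analysed here.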

Overall, we found only *Vm32E* and chorion associated gene *CG12398* downregulated in SFCs across all 3 datasets (S2 Table).

### Reduced expression of eggshell deposition genes is accompanied by distinct changes to matrisome composition in SFCs and starved AFCs compared to fed AFCs

The *Drosophila* eggshell is a multi-layered extra-cellular matrix structure proximal to the oocyte, helping maintain egg chamber structural integrity. In mid and late oogenesis, AFCs and oocytes secrete sequentially, several proteins that comprise the vitelline membrane and the several layers that comprise the chorion [33–37]. In agreement with these findings, GO-term enrichment of our multi-modal dataset revealed that several genes involved in various eggshell deposition processes were downregulated in SFCs (compared to fed AFCs) at the transcriptome, translatome, and at the secretome level, confirming that the datasets are capturing the appropriate tissues, as well as confirming that eggshell deposition is a MBFC-specific trait. Further, we used the GLAD matrisome gene list [38,39] to annotate our multi-modal dataset and comprehensively identify patterns of regulation in specific structural and functional sub-classes of the matrisome. We found that vitelline membrane-associated genes *Vm26Aa*, *Vm26Ab*, *Vm26Ac*, *Vm32E*, *Vm34Ca*, and *Vml* were all congruently downregulated in fed SFCs compared to the fed AFC baseline in both the translatome and the integrated scRNA-seq transcriptomes. However, only *Vm32E* was significantly downregulated in SFCs in the secretome, while the directionality of fold change of other Vm genes in the secretome still remained concordant with the other datasets. Similarly, chorion-related genes *Cp15*, *Cp16*, *Cp19*, *Cp36*, *Cp18*, and *Cp38* were significantly downregulated in SFCs in the translatome, while only *Cp15* and *Cp16* were significantly downregulated in SFCs at the secretome level. Additionally, we observed other matrisome genes Semaphorin 1b (*Sema1b*) and BMP ligand *gbb* also downregulated by SFCs in the secretome, however this effect was not observed in the other datasets (S2 Table).

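In the translatome, all 6 vitelline membrane genes were lower in SFCs and 5 were past an adjusted p of 0.05 (edgeR's quasi-likelihood test). *Vm26Aa*, *Vm26Ab* and *Vm26Ac* are neighbors on chromosome 2L of BDGP6.54 between 5957004 and 5960340. *Vm26Aa* fell from 1295 ± 506 CPM in fed AFCs to 326 ± 145 in SFCs (LFC -1.99, SE 0.41, adjusted p = 0.0226). *Vm26Ab* and *Vm26Ac* had LFCs of -2.09 and -1.99 with adjusted p-values of 0.0430 and 0.0478. *Vml* (chromosome X from 2275822 to 2277781) had an LFC of -1.54 (SE 0.29, adjusted p = 0.0148). *Vm34Ca* varied most for its mean between fed AFC libraries (623 ± 403 CPM, against 143 ± 71.0 in SFCs), its groups overlapped, and its LFC of -2.12 was not past the threshold (adjusted p = 0.0649) except without fed AFC replicate 2 (0.0159). The calls depended on single libraries. That of *Vm26Aa* was lost without fed AFC replicate 3 (0.103), fed SFC replicate 1 (0.0508) or fed SFC replicate 2 (0.0817), of *Vm26Ab* without fed AFC replicate 1 (0.0639), fed AFC replicate 3 (0.180), starved AFC replicate 1 (0.0512), starved AFC replicate 2 (0.0508), starved AFC replicate 3 (0.0540), fed SFC replicate 1 (0.0651) or fed SFC replicate 2 (0.131), of *Vm26Ac* without fed AFC replicate 1 (0.0607), fed AFC replicate 2 (0.0536), fed AFC replicate 3 (0.175), starved AFC replicate 1 (0.0615), fed SFC replicate 1 (0.0592), fed SFC replicate 2 (0.0704) or fed SFC replicate 3 (0.0648) and of *Vml* without fed AFC replicate 3 (0.0992), fed SFC replicate 2 (0.0798) or fed SFC replicate 3 (0.0516). As a list, the 6 genes had a median LFC of -2.04 (fry, adjusted p = 0.00764), and adjusted over the list alone all 6 were called. The list result held in all 16 alternatives, with adjusted p-values up to 0.0328.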

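All 6 chorion genes were lower in SFCs than in fed AFCs, with no overlap between the groups. *Cp15*, *Cp16*, *Cp18* and *Cp19* lie together on chromosome 3L of BDGP6.54 between 8726791 and 8732599, and *Cp36* and *Cp38* on chromosome X between 8479319 and 8483311. *Cp15* fell from 8002 ± 3792 CPM to 1018 ± 199.6 (LFC -2.97, SE 0.50, adjusted p = 0.00836 from edgeR's quasi-likelihood test) and *Cp16* from 577 ± 180.4 to 108 ± 25.8 CPM (LFC -2.41, SE 0.40, adjusted p = 0.00767). These calls held with any 1 library left out. *Cp18*, *Cp19* and *Cp36* had LFCs of -1.70, -1.87 and -1.63 with adjusted p-values of 0.0382, 0.0136 and 0.0192. Their calls were lost for *Cp18* without fed AFC replicate 2 (0.116), fed AFC replicate 3 (0.139), fed SFC replicate 1 (0.0717), fed SFC replicate 2 (0.131) or fed SFC replicate 3 (0.127), for *Cp19* without fed AFC replicate 3 (0.0670), fed SFC replicate 2 (0.0733) or fed SFC replicate 3 (0.0609), and for *Cp36* without fed AFC replicate 3 (0.0851), fed SFC replicate 2 (0.0851) or fed SFC replicate 3 (0.0798). *Cp38* (LFC -1.10) was not past the threshold (adjusted p = 0.0808) but was with DESeq2. As a list, the 6 genes had a median LFC of -1.78 (fry, adjusted p = 0.00764), which held in all 16 alternatives with adjusted p-values up to 0.0367. Adjusted over the list alone, all 6 were called.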

Previous studies have reported that starvation stress deters egg chambers from entering vitellogenesis [40], and stages 9–13 of oogenesis would be expected to be reduced in the starved samples. 

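In starved AFCs, *Vm32E* was read at 121 ± 60.6 CPM (LFC against fed AFCs -1.96, SE 0.42) and *Vml* at 37.9 ± 10.6 CPM (LFC -1.31, SE 0.29). Neither was past the threshold over all genes (adjusted p = 0.141 and 0.144 from edgeR's quasi-likelihood test), although their groups did not overlap and DESeq2 called both. The 6 chorion genes were all called. Their LFCs were -2.86 for *Cp15*, -2.31 for *Cp16*, -2.56 for *Cp18*, -2.22 for *Cp19*, -1.91 for *Cp36* and -1.77 for *Cp38*, with adjusted p-values from 0.0246 to 0.0452. The lowest level was that of *Cp16*, at 116 ± 55.6 CPM, and the highest that of *Cp15*, at 1099 ± 620.4. All 6 calls depended on single libraries. That of *Cp36* was lost without any 1 of the 9 libraries (adjusted p = 0.0519 to 0.156, highest without starved replicate 2) and that of *Cp38* likewise (0.0578 to 0.199, highest without fed AFC replicate 3). That of *Cp15* was lost without fed AFC replicate 2 (0.0665), fed AFC replicate 3 (0.0993), starved AFC replicate 2 (0.190), starved AFC replicate 3 (0.162), fed SFC replicate 1 (0.0647), fed SFC replicate 2 (0.0797) or fed SFC replicate 3 (0.0585), of *Cp16* without fed AFC replicate 2 (0.0745), fed AFC replicate 3 (0.111), starved AFC replicate 1 (0.0531), starved AFC replicate 2 (0.110), starved AFC replicate 3 (0.0969), fed SFC replicate 1 (0.0530) or fed SFC replicate 2 (0.0954), of *Cp18* without fed AFC replicate 3 (0.0700), starved AFC replicate 2 (0.118), starved AFC replicate 3 (0.0943) or fed SFC replicate 2 (0.0689) and of *Cp19* without fed AFC replicate 3 (0.0899), starved AFC replicate 1 (0.0531), starved AFC replicate 2 (0.110), starved AFC replicate 3 (0.0715) or fed SFC replicate 2 (0.0721). As a list, the chorion genes had a median LFC of -2.27 (fry, adjusted p = 0.00568), which held in all 16 alternatives with adjusted p-values up to 0.0382. The 6 vitelline membrane genes had a median of -1.23 (adjusted p = 0.0639), with 5 of 6 called adjusted over the list alone, and were past the threshold without fed AFC replicate 2 (0.0108).

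**Figure D2:**
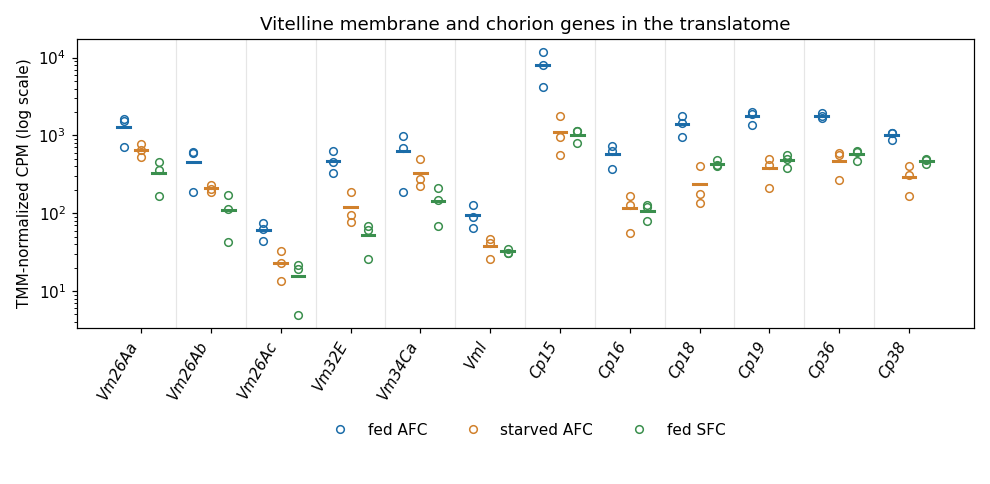
TMM-normalized CPM (log axis) of the vitelline membrane and chorion genes in fed AFCs (blue), starved AFCs (orange) and SFCs (green). Each point is 1 library and each short line the mean of 3. For *Cp15* the 3 fed AFC libraries average 8002 CPM and the starved AFC libraries 1099.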

We observed diminished expression of *Vm32E*, *Vml*, and all chorion-related genes in protein-deprived AFCs, that we attribute to both reduced numbers of late-stage egg chambers in our starved samples and downregulation of vitelline membrane genes. In addition to these apical-matrix associated genes, we found other extracellular matrix (ECM)-affiliated genes such as ECM-regulator *PH4alphaPV* and immune-regulated glycoprotein *I(2)34Fc* to be downregulated in the translatome of starved AFCs (compared to fed AFCs). However, we did not observe a similar trend in their corresponding protein products in the secretome. These effects on the matrisome in both the SFCs and starved AFCs compared to fed AFCs provide strong evidence that our cell populations were correctly isolated in both the translatome and secretome.

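*PH4alphaPV* (FBgn0051015, chromosome 3R from 30646106 to 30648551 of BDGP6.54) was read at 14.5 ± 6.13 CPM in fed AFCs and 4.60 ± 0.941 in starved AFCs (LFC -1.66, SE 0.40), and *l(2)34Fc* (FBgn0261534, chromosome 2L from 14349020 to 14351513) at 7.97 ± 2.61 and 2.68 ± 0.901 CPM (LFC -1.57, SE 0.43). In both genes every starved library was below every fed AFC library. The adjusted p-values were 0.237 and 0.384 from edgeR's quasi-likelihood test, and DESeq2 called both. In SFCs, *l(2)34Fc* was higher than in starved AFCs, at 16.7 ± 4.20 CPM (LFC of the difference 2.63, adjusted p = 0.0102).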

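Between SFCs and starved AFCs, neither eggshell list was shown to differ. The median LFC of the difference was -0.97 for the 6 vitelline membrane genes (fry, adjusted p = 0.106) and 0.31 for the 6 chorion genes (adjusted p = 0.353), and no member of either was called. From the lower level of eggshell genes in SFCs and in starved AFCs relative to fed AFCs, together with the proteins of the secretome, the paper concludes that the intended cell populations were isolated. It attributes the starved values both to fewer late-stage egg chambers and to downregulation of the vitelline membrane genes. These libraries hold no count of egg chambers by stage. The 11 SFC markers of the paper's methods had a median LFC of 0.14 in SFCs (fry, adjusted p = 0.416). Of these, 9 were higher and 2 lower and none was called, so their enrichment in the SFC libraries was not shown.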

### Ca^2+^-associated cytoskeleton regulators are required in SFCs for NC phagoptosis

We next aimed to identify genes with specific roles related to NC death and clearance in the two paradigms. During stages 9 and 10, the egg chamber further elongates and maintains an anterior-posterior axis while the oocyte grows tremendously to occupy over half the volume of the egg chamber. Keeping up with the increasing surface area of the egg chamber, anterior follicle cells elongate and flatten, acquiring the characteristic squamous morphology, cellular patterning, and identity of SFCs [41]. In contrast, during starvation-induced clearance, MBFCs undergo cytoskeletal rearrangements to enlarge in place and engulf NCs in a process that requires the GTPase Rac1 [6]. Rac1 is also required in SFCs even though acidification, but not engulfment of nurse cells has been observed in phagoptosis [18]. Several key questions related to cytoskeletal dynamics remain unanswered. Namely, how are follicle cells able to assume two different morphological configurations in phagoptosis and starvation-induced clearance of nurse cells? Are the same morphogenetic events required to surround and internalize nurse cell targets in both death paradigms?

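The paper's text names 13 cytoskeleton genes from the SFC translatome, *Tm1*, *Tm2*, *up*, *Actn*, *Mlc1*, *Mlc2*, *bt*, *TpnC41C*, *Scp1*, *cue*, *didum*, *Act88F* and *Act79B*. All 13 were higher in SFCs than in fed AFCs, with LFCs from 0.85 to 3.97 and a median of 1.54. The list was past the threshold (fry, adjusted p = 0.00308), and held in all 16 alternatives with adjusted p-values up to 0.0136. 7 of the 13 were called among all genes by edgeR's quasi-likelihood test. Adjusted over the list alone all 13 were called, which is not independent evidence because the study chose them on these libraries. In starved AFCs the median was -0.01 (adjusted p = 0.881). *Tm1*, *Tm2*, *up*, *Mlc1*, *Mlc2*, *bt*, *TpnC41C*, *Act88F* and *Act79B* are also in the list written here for muscle. That list was higher in SFCs as well (median LFC 1.18, fry, adjusted p = 0.0207), and thoraxes were among the collected tissue. More muscle RNA in the SFC libraries and expression in SFCs cannot be told apart.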

Towards this goal, we identified 26 cytoskeleton-associated genes upregulated in the translatomes of SFCs. 

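*Scp1* and *TpnC41C*, which encode calcium-binding proteins, rose most. *Scp1* (FBgn0020908, chromosome 2R from 2932595 to 2968052 of BDGP6.54) was read at 27.3 ± 9.73 CPM in fed AFCs and 428 ± 266 in SFCs (SE of the LFC 0.55, adjusted p = 0.00273 from edgeR's quasi-likelihood test). *TpnC41C* (FBgn0013348, chromosome 2R from 5065237 to 5070210) was read at 3.10 ± 0.875 and 44.3 ± 16.6 CPM (SE 0.41, adjusted p = 0.000596). *Mlc1* rose from 25.6 ± 9.65 to 103 ± 38.5 CPM (LFC 2.00, SE 0.32, adjusted p = 0.00644). These 3 calls held with any 1 library left out. *up* (LFC 2.14, adjusted p = 0.0196) was lost without fed AFC replicate 3 (0.0808), *bt* (LFC 2.15, adjusted p = 0.0268) without fed AFC replicate 2 (0.0763), fed AFC replicate 3 (0.103) or fed SFC replicate 2 (0.0501) and *didum* (adjusted p = 0.0484) without any 1 of the 9 libraries (0.0707 to 0.206, highest without fed AFC replicate 3). *Tm1*, *Tm2*, *Actn*, *Mlc2* and *cue* had LFCs of 1.17, 1.41, 1.01, 1.08 and 0.89 and were not past the threshold (adjusted p = 0.0661 to 0.118), although DESeq2 called all 5. *Tm2* was called without fed AFC replicate 2 (0.0269) and *cue* without fed SFC replicate 2 (0.0354). The SFC libraries varied widely, as for *Tm1*, at 291 ± 177 CPM against 129 ± 35.4 in fed AFCs. *Tm1*, *Actn* and *didum* overlap other genes on the opposite strand, and *Actn* overlaps *usp* on its own strand, so part of their reads may belong to those genes.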

In concordance with the SFC transcriptome, we found *Tm1* upregulated in the SFC translatome, along with several other calcium-dependent regulators of the cytoskeleton, such as *Tm2*, *up*, *Actn*, *Mlc1*, *Mlc2*, *bt*, *TpnC41C*, *Scp1*, *cue*, and *didum* (S2 Table). From the SFC secretome, we found a potential role for *armi* in late oogenesis, which closely associates with the microtubule cytoskeleton in egg chambers during early and mid-oogenesis, influencing egg chamber axial polarity during these stages [42]. Of note, we found actin encoding *Act88F* to be upregulated in both SFC and starved AFC translatomes. In addition, *Act79B* upregulation was exclusive to the SFC translatome. 

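*Act88F* (FBgn0000047, chromosome 3R from 15439969 to 15442177 of BDGP6.54) was read at 12.0 ± 5.00 CPM in fed AFCs, 34.9 ± 12.3 in SFCs and 35.4 ± 16.4 in starved AFCs. The LFC was 1.54 in SFCs (SE 0.40, adjusted p = 0.0649 from edgeR's quasi-likelihood test) and 1.57 in starved AFCs (SE 0.41, adjusted p = 0.301). Neither was past the threshold, while DESeq2 called both, and in each case all 3 libraries lay above all fed AFC libraries. The SFC rise was called without fed AFC replicate 1 (0.0316), starved AFC replicate 2 (0.0492) or fed SFC replicate 3 (0.0428). Actin genes are close paralogs, between which Salmon divides shared reads.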

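*Act79B* (FBgn0000045, chromosome 3L from 21985210 to 21987190 of BDGP6.54) was read at 13.9 ± 8.13 CPM in fed AFCs, 11.3 ± 2.45 in starved AFCs and 90.3 ± 38.1 in SFCs. Its LFC in SFCs was 2.70 (SE 0.44, adjusted p = 0.00712 from edgeR's quasi-likelihood test), which held with any 1 library left out. In starved AFCs it was -0.30 (adjusted p = 0.982), and the difference was 3.00 (SE 0.44, adjusted p = 0.00453).

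**Figure D3:**
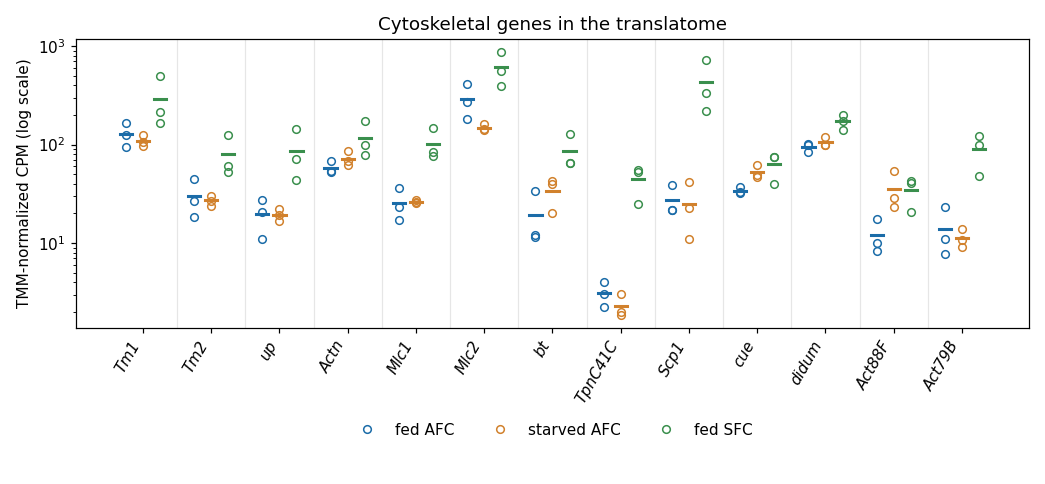
TMM-normalized CPM (log axis) of the cytoskeleton genes named in the text in fed AFCs (blue), starved AFCs (orange) and SFCs (green). Each point is 1 library and each short line the mean of 3. For *Scp1* the SFC mean is 428 CPM, against 27.3 in fed AFCs and 25.2 in starved AFCs.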

Because Ca^2+^ signaling plays a vital role in actin polymerization and phagocytic cup formation in other systems [43], we characterized the consequences of disrupting *TpnC41C*, *Scp1*, and *cue* by RNAi, using the GR1 driver. All 3 candidates demonstrated a persisting NC nuclei (PNCN) phenotype (Fig 5A–5C) similar to that observed in *draper* mutants [18], indicating their requirement in phagoptotic NC clearance. In addition, we performed RNAi of other cytoskeleton regulators and observed a weak PNCN phenotype (Fig 5C). These results suggest that phagoptosis, like phagocytosis, requires cytoskeletal rearrangements induced by Ca^2+^ signaling.

**Fig 5:**
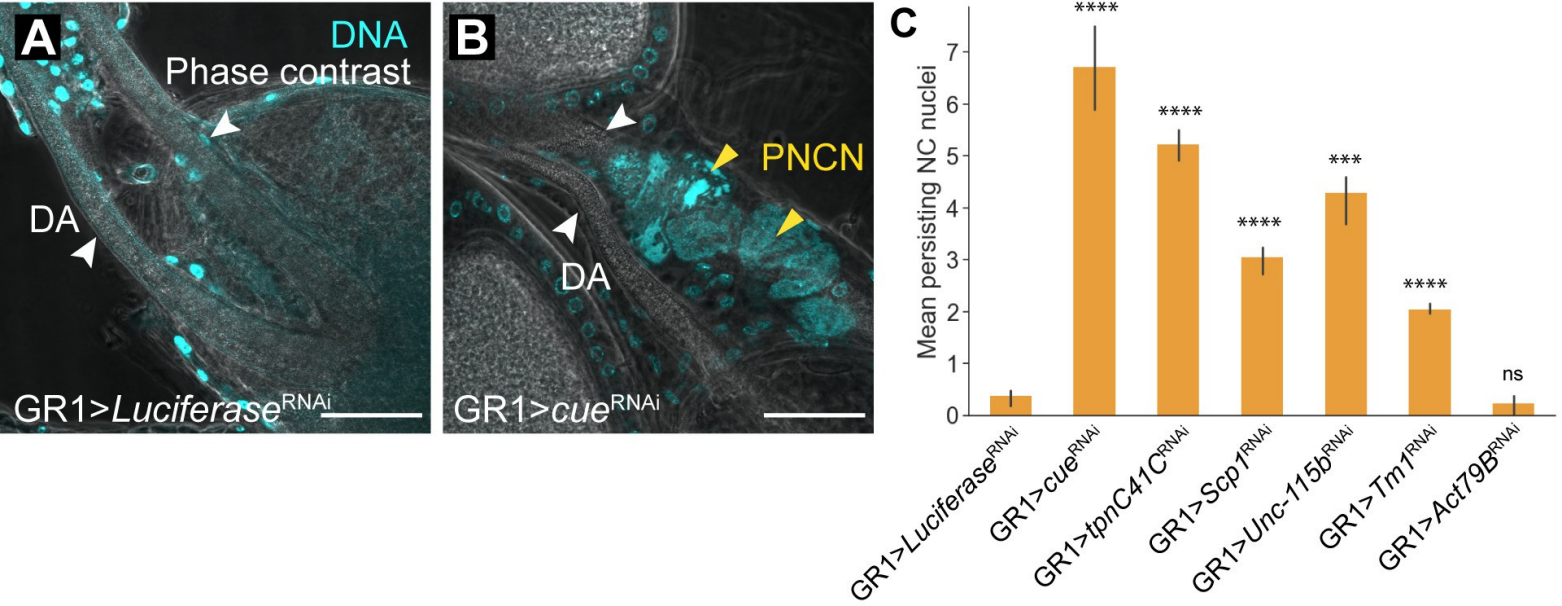
RNAi knockdown of Ca^2+^ associated cytoskeleton regulators leads to developmental NC clearance defects. (A-B) Representative images of anterior regions of stage 14 egg chambers from control (GR1 > *Luciferase* RNAi) and mutant (GR1 > *cue* RNAi) flies. DNA is labeled with DAPI (cyan). Stage 14 egg chambers are distinguished by two fully developed dorsal appendages (DA), indicated by white arrows. Persisting NC nuclei (PNCN) indicating a disruption to phagoptosis resulting from RNAi are marked by yellow arrows. Scale bars = 50μ. (C) Quantification of PNCN in stage 14 egg chambers. GR1 > *cue* RNAi demonstrates a strong PNCN phenotype, while the other knockdowns demonstrate a moderate to weak PNCN phenotype. At least 10 flies (20 ovaries) were used for each genotype. (*** p < = 5e-04, **** p < = 5e-05, ns p>0.05, one-sided independent t-test) Raw data available in S5 Table.

### Regulation of lysosomal machinery during phagoptosis of nurse cells

We previously reported that the lysosomal machinery, in particular V-ATPases, was required in SFCs for the acidification of nurse cells [20]. We also showed that RNAi of *Vha16-1* and *Vha100-2* in follicle cells leads to a strong persistence of NC nuclei in stage 14 egg chambers [20]. We therefore interrogated the integrated scRNA-seq atlas, translatome, and secretome datasets to systematically identify the isoforms of V-ATPase subunits expressed in SFCs and identify other lysosome associated genes that may assist V-ATPases with NC acidification. Our analysis of the integrated scRNA-seq dataset identified 15 genes associated with V-ATPases that were upregulated by SFCs at <1.5x LFC differential (S2 Table). By contrast, we found only *Vha44* to be upregulated by SFCs in the translatome in concordance with the transcriptome. 

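*Vha44* (FBgn0287825, chromosome 2R from 16324813 to 16336637 of BDGP6.54, overlapping *Hmgs* on the other strand) was read at 91.3 ± 4.88 CPM in fed AFCs and 154 ± 50.8 in SFCs (LFC 0.75, SE 0.25). All 3 SFC libraries were above the fed AFC libraries, but the rise was not past the threshold (adjusted p = 0.132 from edgeR's quasi-likelihood test) except without fed SFC replicate 1 (0.0319). DESeq2 called it. Of the 26 V-ATPase genes that passed the filter, 12 were higher and 14 lower in SFCs, with LFCs from -3.40 to 2.16. The median was -0.00, the mean -0.25, and the test pointed up without passing the threshold (fry, adjusted p = 0.416). 1 gene was called, over all genes and adjusted over the list alone. In starved AFCs the median was 0.01 (adjusted p = 0.955).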

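*Vha68-1* and *Vha68-2* lie within chromosome 2L of BDGP6.54, from 13000770 to 13004107 and from 12974322 to 12978607. In the translatome, *Vha68-1* rose from 5.47 ± 1.44 CPM in fed AFCs to 24.5 ± 3.16 in SFCs (LFC 2.16, SE 0.39, adjusted p = 0.0123 from edgeR's quasi-likelihood test), and was the 1 V-ATPase gene called. The call was lost without fed AFC replicate 3 (0.0760). *Vha68-2* was the more abundant, at 129 ± 70.7 CPM in fed AFCs and 229.8 ± 78.8 in SFCs. Its LFC of 0.83 (SE 0.39) was not past the threshold (adjusted p = 0.259) and its groups overlapped. Both encode the same subunit, so that reads of shared sequence can be divided between them. *Vha68-1* is also in the list written here for Malpighian tubule. The paper states that *PG150-GAL4* is weakly active there, so tubule RNA is not excluded as a source of its rise.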

Paradoxically, we found *Vha68-1* to be upregulated by SFCs in the translatome, while *Vha68-2*, another gene isoform that codes for the same V-ATPase subunit (V1 catalytic domain, subunit A) to be upregulated in SFCs in the transcriptome. At the secretome level, none of the V-ATPase protein products showed a significant differential even though peptides of various subunits were identified. We expressed RNAi against several V-ATPase genes using the *GR1-GAL4* driver, and identified a strong PNCN phenotype from *Vha100-1* RNAi and a moderate PNCN phenotype from *Vha44* RNAi [44] (Table 1). We also observed mid-stage death of egg chambers from RNAi of *Vha68-2* and *VhaAC39-1*, leading to a complete lack of mature eggs [44] (Table 1), indicating a requirement for these genes earlier in oogenesis that prevented analysis of their SFC function with this GAL4 driver. In addition to V-ATPases, we identified 18 lysosome-associated genes enriched in the SFC translatome. These include a transmembrane lysophospholipase *sws*, *g* (*garnet*) which encodes a subunit of lysosomal adapter protein complex AP-3, and *psidin*, which also affects lamellipodial dynamics in border cells, as well as initiates humoral immune response [45,46]. Likewise, the SFC secretome included 3 lysosomal proteins Plekhm1, FeCH, and CG43693. 

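These 3 genes were read at 38.9 ± 6.82 (*sws*), 29.0 ± 3.13 (*g*) and 30.0 ± 6.18 (*psidin*) CPM in fed AFCs and at 81.8 ± 40.9, 45.1 ± 6.34 and 55.3 ± 9.65 CPM in SFCs. The LFCs were 1.07, 0.63 and 0.88 (SE 0.31, 0.22 and 0.24). For each, every SFC library was above every fed AFC library, but none was past the threshold over all genes (adjusted p = 0.0918, 0.139 and 0.0691 from edgeR's quasi-likelihood test), while DESeq2 called all 3. *sws* was called without fed SFC replicate 2 (0.0483) and *psidin* without fed AFC replicate 1 (0.0473). Adjusted over the list alone, all 3 were called, and as a list they were past the threshold (median LFC 0.88, fry, adjusted p = 0.0130), except without fed AFC replicate 2 (0.0553) or fed AFC replicate 3 (0.0569). The study chose them on these libraries, so this is not independent evidence. *sws* (chromosome X from 7956820 to 7968236 of BDGP6.54) overlaps *sn* on the other strand. In starved AFCs the median of the 3 was 0.63 (adjusted p = 0.169), and the difference between SFCs and starved AFCs was not shown (adjusted p = 0.106).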

Notably, mutations in the human ortholog of Plekhm1 have been implicated in autosomal recessive osteopetrosis [47], which results from improper lysosomal acidification and resorption of the extracellular bone matrix [48], a mechanism reminiscent of SFC acidification of nurse cells. Loss of *Plekhm1* in follicle cells resulted in weak PNCN and excessive egg chamber degeneration in mid-oogenesis (Table 1). Our findings of differentially expressed lysosome-associated genes is consistent with our previous genetic analysis showing a strong requirement for lysosomal proteins in acidification of NCs during phagoptosis [20].

**Table 1:** Summary of results from the *in vivo* validation of candidates identified from the translatome, secretome, and the integrated scRNA-seq datasets.

Gene Symbol	Enriched in	Support (fold change directionality^)	Gene-Ontology Annotation	Stock Number (allele)	Phenotype summary
*Nach*	fed AFCs	translatome(-)	Secreted/ Transmem	27262 (JF02566)	Weak PNCN, Dumpless
*Nach*	fed AFCs	translatome(-)	Secreted/ Transmem	62894 (HMJ24134)	Moderate PNCN, Dumpless
*to*	fed SFCs	translatome(+)	Secreted/ Transmem	27646*	None
*CG33470* & *IMPPP*	fed SFCs	translatome(+)	Secreted/ Transmem	28540 (HM05026)	None
*Listericin*	fed SFCs	translatome(+)	Secreted/ Transmem	33058*	None
*Listericin*	fed SFCs	Translatome(+)	Secreted/ Transmem	33056*	None
*CG13998*	fed AFCs	scRNA-seq(-), translatome(-)	Secreted/ Transmem	34599 (HMS01073)	Moderate PNCN
*Drsl4*	fed SFCs	translatome(+)	Secreted/ Transmem	57186 (HMC04568)	Dumpless, Weak PNCN
*CG31659*	fed AFCs	translatome(-)	Secreted/ Transmem	57203 (HMC04586)	None
*CG13618*	fed SFCs	translatome(+)	Secreted/ Transmem	57749 (HMC04942)	Dumpless, Weak PNCN
*CG14645*	fed SFCs	translatome(+)	Secreted/ Transmem	60068 (HMC05061)	Weak PNCN
*CG31999*	fed SFCs	translatome(+)	Secreted/ Transmem	31587 (JF01162)	Weak PNCN, Dumpless
*LysB-Pdelta*	fed AFCs	translatome(-)	Secreted/ Transmem	[61]#	several Dumpless
*TotC*	fed AFCs	translatome(-)	Secreted/ Transmem	62159 (HMC05166)	None
*magu*	fed SFCs	scRNA-seq(+), translatome(+)	Secreted/ Transmem	51169 (HMJ21055)	Dumpless
*magu*	fed SFCs	scRNA-seq(+), translatome(+)	Secreted/ Transmem	41641 (GL01223)	Dumpless, Moderate PNCN
*alphaTry*	fed AFCs	translatome(-)	Secreted/ Transmem	51824 (HMC03396)	Dumpless
*thetaTry*	fed AFCs	translatome(-)	Secreted/ Transmem	53362 (HMC03591)	None
*Mur18B*	fed SFCs	translatome(+)	Secreted/ Transmem	56957 (HMC04397)	Dumpless, constricted egg chambers
*CG14259*	fed SFCs	translatome(+)	Secreted/ Transmem	57196 (HMC04578)	Weak PNCN, Dumpless
*CG31997*	fed SFCs	translatome(+)	Secreted/ Transmem	57517 (HMC04832)	Weak PNCN, Dumpless, Shriveled unhealthy stage 14 egg chambers
*wat*	fed SFCs	translatome(+)	Secreted/ Transmem	67801 (HMS05639)	Dumpless, abnormal NC nuclear morphology
*LBR*	fed SFCs	translatome(+), secretome(+)NS	Secreted/ Transmem	53269 (HMC02426)	severe Dumpless, midstage death
*Prip*	fed SFCs	translatome(+), secretome(+)NS	Secreted/ Transmem	50695 (HMC03097)	Moderate mid-stage death, Dumpless
*AttD*	starved AFCs	translatome(+)	Secreted/ Transmem	55979 (HMC04275)	None in fed, Higher mid-stage death in starved
*CG10163*	starved AFCs	translatome(+)NS	Secreted/ Transmem	32959 (HMS00754)	Higher mid-stage death in fed
*CG31926*	starved AFCs	translatome(+)	Secreted/ Transmem	64664 (HMC05699)	None in fed, none in starved
*Lsp1beta*	starved AFCs	translatome(+)	Secreted/ Transmem	27042 (JF02368)	None in fed, none in starved
*Drs*	fed SFCs	translatome(+)	Secreted/ Transmem	55391 (HMC04079)	Weak PNCN, Dumpless
*CG17192*	starved AFCs	translatome(+)	Secreted/ Transmem	56042 (HMC04350)	None in fed, none in starved
*CG11600*	fed AFCs	translatome(-)	Metabolic	66927 (HMS05393)	None
*CG3397*	fed AFCs	translatome(-)	Metabolic	44115 (HMS02837)	Weak PNCN, Dumpless
*Cyp6a17*	fed SFCs	translatome(+)	Metabolic	33887 (HMS00825)	None
*GstD10*	fed AFCs	translatome(-)	Metabolic	64678 (HMC05713)	Weak PNCN
*GstD7*	fed AFCs	translatome(-)	Metabolic	65961 (HMC06239)	Weak PNCN
*GstD1*	fed AFCs	translatome(-)	Metabolic	77338 (HMS05925)	Moderate PNCN, Dumpless
*GstD2*	fed AFCs	translatome(-)	Metabolic	77361 (HMS05960)	Weak PNCN, Dumpless
*GstD3*	fed AFCs	translatome(-)	Metabolic	48849 (GD17132)	Very Strong PNCN, dumpless
*CG12398*	fed AFCs	scRNA-seq(-), translatome(-), and secretome(-)	Metabolic	62837 (HMJ23931)	None
*Prosalpha3*	fed SFCs	scRNA-seq(+)& translatome(+), but enriched in Fed AFCs in secretome(-)	Metabolic	77145 (HMS05889)	Strong PNCN, stunted dorsal appendages, weak to moderate midstage death, severe arrested development, displaced and pyknotic NC nuclei, NCs in corpus luteum in fed. Severe midstage death and other previously listed phenotypes in starved
*CG6277*	starved AFCs	translatome(+)	Metabolic	33958 (HMS00915)	None in fed, none in starved
*CG6277*	starved AFCs	translatome(+)	Metabolic	51030 (HMJ21157)	None in fed, none in starved
*CG17633*	starved AFCs	translatome(+)	Metabolic	60043 (HMC05036)	None in fed, none in starved
*CG6508*	starved AFCs	translatome(+)	Metabolic	64953 (HMC05827)	None in fed, none in starved
*Jon25Bii*	starved AFCs	translatome(+)	Metabolic	55344 (HMC04031)	None in fed, none in starved
*Vps25*	fed AFCs	translatome(-)	Metabolic	26286 (JF02055)	Strong PNCN [44]
*Vps25*	fed AFCs	translatome(-)	Metabolic	54831 (HMJ21550)	None
*Not1*	fed SFCs	scRNA-seq(+)& translatome(+)	Metabolic	32836 (HMS00526)	Moderate mid-stage death, stunted dorsal appendages
*PGRP-LC*	fed SFCs	translatome(+)	NF-KB/Imd pathway	33383 (HMS00259)	Moderate PNCN, constricted or fused egg chambers, distended oocyte, premature dorsal appendage formation, dumpless
*SPE*	fed SFCs	translatome(+)	NF-KB/Toll pathway	33926 (HMS00873)	Severe mid-stage death in fed, severe morphological defects
*PGRP-SD*	fed SFCs	translatome(+)	NF-KB/Toll pathway	60904 (HMJ22903)	Moderate PNCN, dumpless
*numb*	fed SFCs	translatome(+)	notch pathway	35045 (HMS01459)	Excessive midstage dying, distended or fused egg chambers, dumpless, stunted dorsal appendages
*wgn*	fed SFCs	translatome(+)	TNF-a pathway	55275 (HMC03962)	None [62]
*Dad*	fed SFCs	scRNA-seq(+) & translatome(+)	TGF-b pathway	33759 (HMS01102)	Dumpless, midstage death, fused egg chambers and distended SFC membranes
*Act79B*	fed SFCs	translatome(+)	cytoskeletal	36857 (HMS00303)	None
*Unc-115b*	fed SFCs	translatome(+)	cytoskeletal	40839 (HMS02005)	Moderate PNCN
*cue*	fed SFCs	translatome(+)	cytoskeletal	36875 (GL01033)	Strong PNCN
*Scp1*	fed SFCs	translatome(+)	cytoskeletal	31957 (JF02573)	Moderate PNCN
*tpnC41C*	fed SFCs	scRNA-seq(+) & translatome(+)	cytoskeletal	80889 (GS04793)	Moderate PNCN
*Tm1*	fed SFCs	scRNA-seq (+) & translatome(+)	cytoskeletal	43542 (GL01518)	Weak PNCN, Dumpless
*Hsp23*	fed SFCs & starved AFCs	scRNA-seq (+) & translatome(+)	Chaperone and heat shock proteins	44029 (HMS02745)	None in fed, none in starved
*Hsp23*	fed SFCs & starved AFCs	scRNA-seq (+) & translatome(+)	Chaperone and heat shock proteins	82961 (HMS06055)	None in fed, none in starved
*Hsp23*	fed SFCs & starved AFCs	scRNA-seq (+) & translatome(+)	Chaperone and heat shock proteins	30541*	Moderate PNCN in fed, none in starved
*Npc2c*	starved AFCs	translatome(+)	transport/binding	61315 (HMJ23149)	None in fed, none in starved
*His2B*	starved AFCs	translatome(+)	DNA binding	41881 (HMS02295)	Higher mid-stage death in fed and starved
*CG6403*	fed AFCs	translatome(-)	Unknown	55983 (HMC04279)	None
*Plekhm1*	Fed SFCs	Secretome (+)	Lysosomal	42065 (GD11978)	Weak PNCN, Excessive midstage death
*BomS1*	Fed SFCs	translatome(+)	Secreted/ Toll pathway	42599 (HMS02431)	Weak PNCN
*Npc2a*	Fed AFCs	translatome(-)	Metabolic/ secreted	38237 (HMS01681)	Dumpless
*senju*	Fed SFCs	translatome(+)	Transporter/ Toll pathway	13399 (GD902)	None
*BomS3*	Fed SFCs	translatome(+)	Secreted/ Toll pathway	29214 (GD14501)	None
*Vha100-1*	Fed AFCs	translatome(-)(NS)	Lysosomal	26290 (JF02059)	Strong PNCN [44]
*Vha100-1*	Fed AFCs	translatome(-)(NS)	Lysosomal	57860 (HMJ21907)	Strong PNCN [44]
*Vha44*	Fed SFCs	translatome(+)	Lysosomal	33884 (HMS00821)	Moderate PNCN [44]
*VhaAC39-1*	Fed SFCs	translatome(+)(NS) scRNA-seq (+)	Lysosomal	35029 (HMS01442)	Midstage death [44]
*Vha68-2*	Fed SFCs	translatome(+)(NS) scRNA-seq (+)	Lysosomal	34582 (HMS01056)	Midstage death [44]

Stocks are RNAi lines unless otherwise indicated (* = OE, # = CRISPR/Cas9 deletion). ^Directionality of LFC values are indicated along with the dataset supporting the finding (+ = upregulation, - = downregulation) NS = Adjusted P-value < 0.05

### The role of innate immune signaling in NC death and clearance

The innate immune response in *Drosophila* relies on two highly conserved NF-κB pathways—Toll and Immune Deficiency (Imd). When the organism is immunologically challenged, a class of circulating secreted molecules called peptidoglycan recognition proteins (PGRPs) recognize and bind pathogen associated molecular patterns (PAMPs), such as Lys-type or DAG-type peptidoglycans or β-glucan which are expressed on the pathogen [49,50]. Depending on the infecting pathogen, Toll or Imd signaling is triggered preferentially.

Toll is typically activated upon infection by gram-positive bacteria or fungi, which initiates a serine protease cascade in host cells, whereby the Spatzle (Spz) precursor is activated by proteolysis by Spatzle Processing Enzyme (SPE), after which it binds to the membrane-bound Toll receptor [51,52] (Fig 6A). The intracellular Toll/Interleukin-1 receptor domain of the Toll receptor then binds to the adapter protein MyD88, which subsequently forms a complex with kinase Pelle and adapter protein Tube, leading to the phosphorylation and degradation of the *Drosophila* IκB factor Cactus [53,54]. This allows the translocation of the NF-κB family transcription factors Dif and Dorsal, ultimately activating the expression of genes encoding several antimicrobial peptides (AMPs) such as *Drosomycin* (*Drs*) and *AttacinA* (*AttA*) to combat infection [55]. When the cascade is triggered, the AMPs produced are embedded in the cell envelopes of pathogens, subsequently destabilizing and killing the pathogen [55]. Loss of *SPE* has been shown to impair *Drs* induction in response to microbial infection [52]. The Spz-Toll pathway also plays a role in development [56], and NF-κB pathways have been shown to be associated with neurodegeneration [50,57,58], so their roles extend beyond pathogen response.

**Fig 6:**
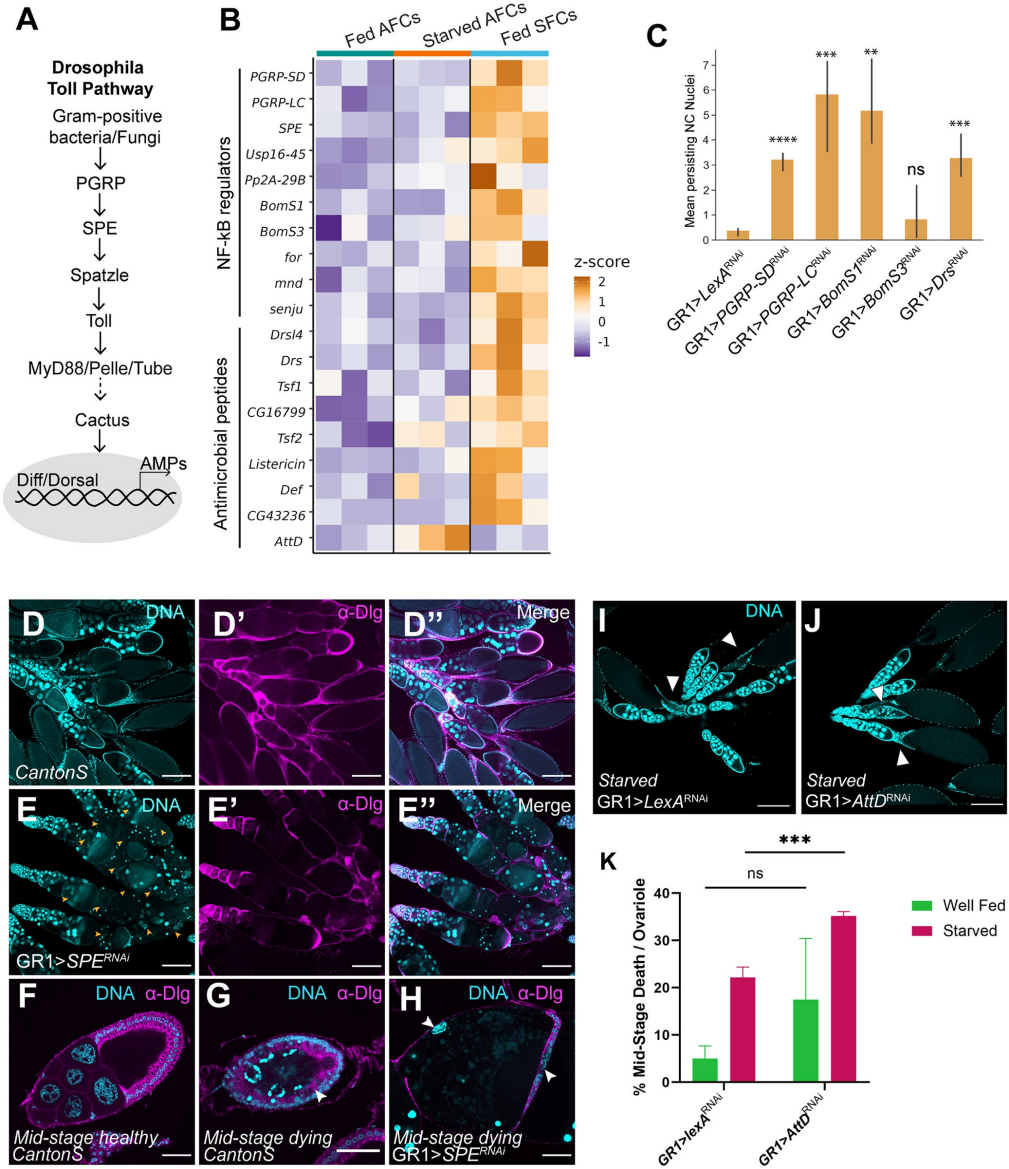
The role of innate immune signaling in NC clearance. (A) Schematic of *Drosophila* Toll pathway (B) Heatmap of scaled read counts of NF-κB regulators and antimicrobial peptide genes upregulated by fed SFCs or starved AFCs in the translatome. (C) Quantification of PNCN in stage 14 egg chambers from NF-κB or AMP knockdowns. (*** p< = 5e-04, **** p< = 5e-05, ns p>0.05, one-sided independent t-test). Significance levels are indicated for samples that have at least 3 replicates. (D) Egg chambers from wild-type fly ovaries stained with DAPI (cyan) and anti-Dlg (magenta) to label FC membranes. Scale bars = 200μ. (E) Egg chambers from *GR1>SPE RNAi* fly ovaries stained with DAPI and anti-Dlg. *GR1>SPE RNAi* ovarioles contain intact germaria and healthy early egg chambers but show wide-spread degeneration beginning around stage 6. Scale bars = 200μ. (F-H) Images of individual healthy and mid-stage dying egg chambers from wild-type ovaries and a mid-stage dying egg chamber from *GR1>SPE RNAi* stained with DAPI and anti-Dlg. The *GR1>SPE RNAi* degenerating egg chamber is lacking most of the follicle cell layer, indicated by white arrows. NC DNA in *GR1>SPE RNAi* is highly condensed and few are fragmented. Anterior-posterior polarity of the egg chamber is lost, with NCs extending into the posterior end, displacing the oocyte. Scale bars = 50μ. (I) *GR1>LexA RNAi* starved control shows sporadically degenerating egg chambers, Scale bars = 200μ. (J) *GR1>AttD RNAi* starved shows increased degeneration of egg chambers Scale bars = 200μ. (K) Quantitative analysis of midstage degenerating egg chambers with one-way ANOVA. (*** p < 0.0008, ns p> 0.1) Graph displays mean + SD with n > 24 females per genotype and condition. Raw data available in S5 Table.

Our analysis of the translatome revealed that SFCs showed elevated expression of not only the upstream peptidoglycan recognition molecules *PGRP-LC* (1x LFC*)* and *PGRP-SD* (1.5x LFC*)*, but also the protease *SPE* (1x LFC) and AMP *Drs* (2.8x LFC). Furthermore, we observed several other known and predicted NF-κB/Toll regulators and AMP genes upregulated in the SFC translatome (Fig 6B). 

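*PGRP-LC* (FBgn0035976, chromosome 3L from 9338810 to 9348336 of BDGP6.54) was read at 9.64 ± 3.85 CPM in fed AFCs and 25.0 ± 9.02 in SFCs (LFC 1.38, SE 0.38, adjusted p = 0.0790 from edgeR's quasi-likelihood test), and *PGRP-SD* (chromosome 3L from 7651180 to 7651900) at 2.75 ± 1.13 and 9.89 ± 3.40 CPM (LFC 1.85, SE 0.53, adjusted p = 0.0851). Neither was past the threshold, while DESeq2 called both, and *PGRP-LC* was called without fed AFC replicate 1 (0.0420) or fed SFC replicate 3 (0.0468). *SPE* (chromosome 3R from 23686255 to 23688147) was read at 13.6 ± 1.73 and 31.3 ± 2.57 CPM (LFC 1.20, SE 0.27, adjusted p = 0.0335). Its call was lost without fed AFC replicate 2 (0.0991), fed AFC replicate 3 (0.187), starved AFC replicate 1 (0.0585), fed SFC replicate 1 (0.0634) or fed SFC replicate 3 (0.0669). *Drs* (chromosome 3L from 3369556 to 3369942) rose from 42.3 ± 19.3 to 357 ± 243 CPM (LFC 3.08, SE 0.53, adjusted p = 0.00930) and held with any 1 library left out. In all 4 genes, every SFC library was above every fed AFC library. *SPE* overlaps *CG18754* on the same strand and *PGRP-SD* overlaps *CG7492* on the other.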

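Besides the 4 genes named in the text, Fig 6B shows 14 genes for SFCs. All 14 were higher in SFCs here, with LFCs from 0.70 (*for*) to 5.84 (*CG43236*), and 3 were past an adjusted p of 0.05 (edgeR's quasi-likelihood test). These were *Listericin* (LFC 3.57, SE 0.68, adjusted p = 0.0158), *BomS1* (LFC 2.81, SE 0.62, adjusted p = 0.0312) and *Usp16-45* (LFC 1.19, SE 0.22, adjusted p = 0.0131). The call of *Listericin* was lost without fed AFC replicate 3 (0.0693), of *BomS1* without fed AFC replicate 1 (0.0613), fed AFC replicate 3 (0.139) or fed SFC replicate 2 (0.102) and of *Usp16-45* without fed AFC replicate 3 (0.0761). *Drsl4* (adjusted p = 0.0546) was called without fed AFC replicate 2 (0.0247), starved AFC replicate 2 (0.0328) or fed SFC replicate 1 (0.0364) and *Pp2A-29B* (adjusted p = 0.0965) without fed SFC replicate 3 (0.0380). DESeq2 called 12 of the 14. *CG43236* (*Mtkl* in BDGP6.54) and *Def* were near the limit of detection in fed AFCs, at 0.0271 ± 0.0469 and 0.533 ± 0.499 CPM, and rose to 1.83 ± 1.08 and 4.86 ± 3.64 in SFCs, so their LFCs depend on the prior count. Together with *PGRP-LC*, *PGRP-SD*, *SPE*, *Drs* and *AttD*, the 19 genes of the figure had a median LFC of 1.20 in SFCs (fry, adjusted p = 0.00240), which held in all 16 alternatives with adjusted p-values up to 0.00979. In starved AFCs the median was 0.23 (adjusted p = 0.169), and the difference was past the threshold (median 0.90, adjusted p = 0.00819). Adjusted over the list alone, 18 of the 19 were called in SFCs, but the study chose the list on these libraries. The paper counts these genes as Toll pathway components and AMP genes, and leaves open whether the canonical pathway is active in follicle cells.

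**Figure D4:**
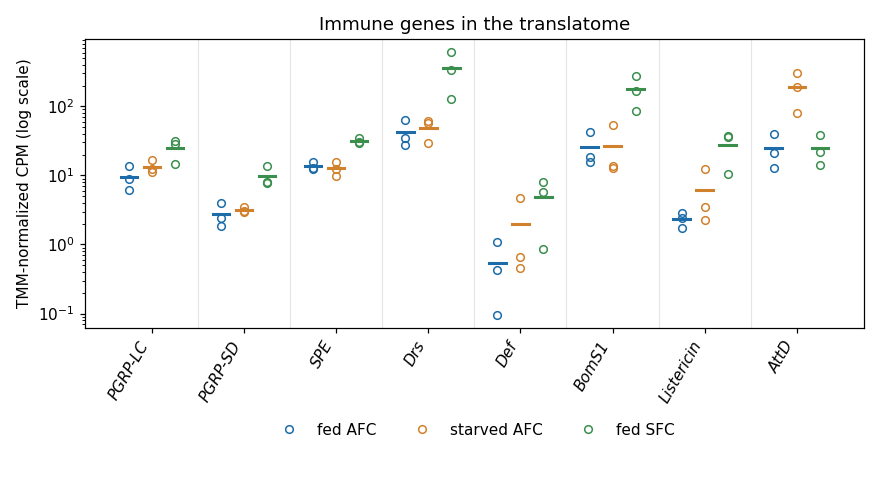
TMM-normalized CPM (log axis) of immune genes in fed AFCs (blue), starved AFCs (orange) and SFCs (green). Each point is 1 library and each short line the mean of 3. The SFC mean of *Drs* is 357 CPM, against 42.3 in fed AFCs.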

To investigate the role of NF-κB/Toll signaling components in phagoptosis, we performed RNAi against *PGRP-SD*, *PGRP-LC*, *SPE*, *Drs*, and *Drsl4* and overexpressed *Listericin* (because an RNAi line was unavailable) using the GR1 driver. All of the transgenic lines, except *SPE* demonstrated a moderate or weak PNCN phenotype (Fig 6C). Surprisingly, we found that loss of *SPE* caused significant, widespread egg chamber degeneration in mid-oogenesis, resulting in near-complete loss of late-stage vitellogenic egg chambers. Almost all ovarioles in GR1>*SPE* RNAi mutants demonstrated an intact germarium and healthy early-stage egg chambers which began degenerating around stage 6 (Fig 6D and 6E). Antibody staining against Discs large (Dlg), a scaffolding protein that stains plasma membranes, showed that unlike starvation-induced degeneration of wild-type egg chambers in mid-oogenesis, GR1>*SPE* RNAi egg chambers neither demonstrated enlargement of MBFCs nor engulfment and clearance of NCs. MBFCs in GR1>*SPE* RNAi egg chambers instead were partially or completely missing in younger egg chambers, indicating that MBFCs are affected prior to NC degradation due to loss of *SPE*. Further, NC chromatin in GR1>*SPE* RNAi mutants appeared highly condensed, with some NC nuclei also undergoing fragmentation. Of note, the anterior-posterior polarity of egg chambers was also affected, with some dying NCs encroaching into the posterior end, displacing the oocyte. Several degenerating egg chambers did not show any detectable oocyte (Fig 6F–6H). While our experiments show that *SPE* is required for proper oogenesis, it is unknown whether the canonical Toll pathway is activated in follicle cells. While our bioinformatics analysis identified multiple components of the Toll pathway, including AMPs upregulated in the SFC translatome it remains to be determined if *SPE* acts in the canonical pathway to cleave Spz and if the AMPs upregulated have an immunogenic role in phagoptosis of NCs.

In contrast to *Drs* upregulation in SFCs, we found AMP gene *Attacin D (AttD)* to be upregulated in the starved AFC translatome. This was particularly intriguing as some Attacin genes encode glycine-rich AMPs, typically expressed in response to Gram-negative bacterial liposaccharides, regulated by the Imd pathway. 

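*AttD* (FBgn0038530, chromosome 3R from 17625268 to 17626086 of BDGP6.54) was read at 24.6 ± 13.9 CPM in fed AFCs, 190.5 ± 112 in starved AFCs and 24.6 ± 12.1 in SFCs. All 3 starved libraries were above all fed AFC libraries. The LFC in starved AFCs was 2.95 (SE 0.54), with an adjusted p of 0.0527 from edgeR's quasi-likelihood test, just above the threshold. It was called without fed AFC replicate 3 (0.0458) or starved AFC replicate 1 (0.0151), and by DESeq2.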

Unlike the Toll pathway, which leads to the nuclear localization of Dif and Dorsal, the Imd pathway leads to the nuclear translocation of NF-κB transcription factor *Relish (Rel)*, which results from the phosphorylation of the N-terminus, as well as cleavage of C-terminus of Rel [50,59,60]. We wondered whether *AttD* functions as an AMP in starved AFCs to destabilize and promote apoptosis of NCs and if loss of *AttD* would attenuate egg chamber degeneration in response to starvation. Surprisingly, we found that RNAi knockdown of *AttD* in starved AFCs resulted in an increase in the number of mid-oogenesis deaths per ovariole. Additionally, our analyses showed that *AttD* RNAi in follicle cells did not cause significantly increased mid-stage death in well-fed flies, indicating that the transgenic construct is not sufficiently lethal to the egg chamber by itself (Fig 6I and 6K). This indicates an alternative role for *AttD* during starvation stress. One possibility is that AttD from AFCs of degenerating egg chambers functions as negative feedback, preventing or limiting apoptosis to preserve younger egg chambers. 

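The genes of the Imd cascade were looked up in the translatome, 14 upstream components and 11 Imd-associated AMP genes, all of which passed the filter. In starved AFCs none of the 14 upstream genes was called (edgeR's quasi-likelihood test), with LFCs from -0.30 to 1.27, a lowest adjusted p of 0.982 and no unadjusted p below 0.05. None of the 11 AMP genes was called either, with LFCs from -1.36 to 1.24 and 1 unadjusted p below 0.05. *Rel* was read at 129.8 ± 27.7 CPM in fed AFCs and 162 ± 30.6 in starved AFCs, and *imd* at 9.05 ± 0.875 and 7.35 ± 1.19. *AttC*, an AMP gene of the same family as *AttD*, was read at 8.64 ± 4.69 and 18.3 ± 3.82 CPM.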

While *AttD* showed 2.8x LFC upregulation in the starved AFC translatome, we did not find upstream regulators of Imd or other Imd-associated AMPs to indicate the activation of the canonical Imd pathway (S3 Table). 

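In starved AFCs *PGRP-LC* was read at 13.4 ± 2.89 CPM, and the SFC effect was not shown to differ from the starvation effect (LFC of the difference 0.90, SE 0.38, adjusted p = 0.239 from edgeR's quasi-likelihood test). For *SPE* the difference was 1.31 (SE 0.27, adjusted p = 0.0267). Over the 14 upstream genes of the Imd cascade in SFCs, LFCs ranged from -0.38 to 1.85 and none was called, with 2 at an unadjusted p below 0.05, *PGRP-LC* and *PGRP-SD*.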

Interestingly *PGRP-LC*, which is typically associated with Imd activation was instead found upregulated in fed SFCs along with Toll regulators.

### *in vivo* RNAi screening of candidates involved in NC clearance

In addition to previously described gene families, we performed *in vivo* validation for a number of candidates identified across the 3 datasets presented herein (Table 1). 

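Table 1 gives a translatome direction in SFCs for 57 entries, of which 56 name a single gene and 55 of these passed the filter. Of the 55, 54 had the direction given and 26 were past an adjusted p of 0.05 in that direction (edgeR's quasi-likelihood test), while DESeq2 called 48. Table 1 marks *Vha100-1*, *VhaAC39-1* and *Vha68-2* as not significant, and none of these 3 was called. The genes named next are from the 30 that are not also among the genes of the text, Fig 4A, Fig 6B or Fig 7A, of which 29 were tested and 10 called. Among these, *GstD2* had the smallest adjusted p, falling from 897 ± 85.8 CPM in fed AFCs to 131 ± 52.9 in SFCs (LFC -2.78, SE 0.32, adjusted p = 0.000822), followed by *CG13998* (LFC -3.18, adjusted p = 0.00522) and *GstD3* (LFC -2.54, adjusted p = 0.00612). Of those among them given as higher, *Unc-115b* had the smallest adjusted p (LFC 1.68, SE 0.27, adjusted p = 0.00707). It overlaps *p24-2* on the same strand. *IMPPP* (*BaraA2* in BDGP6.54, LFC 1.90, adjusted p = 0.0131) was also called, except without fed AFC replicate 3 (0.0760) or fed SFC replicate 2 (0.0607). The remaining 5 calls were lost for *magu* (1.21, 0.0317) without fed AFC replicate 1 (0.0517), fed AFC replicate 2 (0.0548), fed AFC replicate 3 (0.180), starved AFC replicate 1 (0.0575), starved AFC replicate 2 (0.0508), fed SFC replicate 1 (0.0637) or fed SFC replicate 2 (0.0851), for *Not1* (1.15, 0.0342) without fed AFC replicate 2 (0.107), fed AFC replicate 3 (0.161), fed SFC replicate 2 (0.102) or fed SFC replicate 3 (0.0995), for *Npc2a* (-1.25, 0.0268) without fed AFC replicate 2 (0.106), fed AFC replicate 3 (0.150), fed SFC replicate 2 (0.152) or fed SFC replicate 3 (0.103), for *thetaTry* (-1.37, 0.0231) without fed AFC replicate 1 (0.0521), fed AFC replicate 3 (0.203), fed SFC replicate 1 (0.0517) or fed SFC replicate 2 (0.0778) and for *Cyp6a17* (6.99, 0.0276) without fed AFC replicate 2 (0.0844), fed AFC replicate 3 (0.0978), fed SFC replicate 1 (0.0537), fed SFC replicate 2 (0.0664) or fed SFC replicate 3 (0.0580). *Cyp6a17* is also in the list written here for Malpighian tubule, where *PG150-GAL4* is weakly active according to the paper. *Prosalpha3*, given as higher, had the other sign (LFC -0.81, adjusted p = 0.0979), and was called lower without fed AFC replicate 1 (0.0474). For starved AFCs, Table 1 marks 12 entries as upregulated in the translatome, *CG10163* as not significant. *His2B* has several copies in the annotation and was not looked up. Of the other 11, *AttD* (LFC 2.95, adjusted p = 0.0527) and *Hsp23* (LFC 1.57, adjusted p = 0.147) were higher here, and 9 were lower. Of these, *Jon25Bii*, *Npc2c*, *Lsp1beta* (LFC -3.14, adjusted p = 0.0338) and *CG6277* (LFC -1.61, adjusted p = 0.0379) were called lower. The call of *Lsp1beta* was lost without fed AFC replicate 1 (0.0618), starved AFC replicate 1 (0.108), starved AFC replicate 3 (0.119), fed SFC replicate 1 (0.0508) or fed SFC replicate 2 (0.0504) and of *CG6277* without fed AFC replicate 2 (0.0881), fed AFC replicate 3 (0.220), starved AFC replicate 1 (0.208), starved AFC replicate 2 (0.244), starved AFC replicate 3 (0.0943), fed SFC replicate 1 (0.0530) or fed SFC replicate 2 (0.0689). *CG10163*, *CG31926*, *CG17192*, *CG17633* and *CG6508* were lower without a call.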

A majority of the candidates we elected to follow up with were known secreted or transmembrane proteins, in order to identify any key components that may be involved in cell-cell communication in both death modalities. 

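The translatome genes of Fig 7A are *numb*, *Dad* and *wgn*, which were higher in SFCs than in fed AFCs, and *PGRP-SC2*, *kek1*, *Ilp6* and *E(spl)mbeta-HLH*, which were lower. *PGRP-SC2* (chromosome 2R from 8716950 to 8717695 of BDGP6.54) fell from 35.1 ± 4.30 to 9.48 ± 0.357 CPM (LFC -1.89, SE 0.36, adjusted p = 0.0155 from edgeR's quasi-likelihood test), *E(spl)mbeta-HLH* from 16.1 ± 4.47 to 3.58 ± 1.88 CPM (LFC -2.16, SE 0.43, adjusted p = 0.0196) and *numb* rose from 16.5 ± 1.30 to 40.0 ± 14.5 CPM (LFC 1.28, SE 0.30, adjusted p = 0.0416). These 3 were called and the other 4 were not. The call of *PGRP-SC2* was lost without fed AFC replicate 3 (0.0814) or fed SFC replicate 2 (0.0666), of *E(spl)mbeta-HLH* without fed AFC replicate 2 (0.0600), fed AFC replicate 3 (0.139) or fed SFC replicate 3 (0.0654) and of *numb* without fed AFC replicate 1 (0.0545), fed AFC replicate 2 (0.121), fed AFC replicate 3 (0.185), starved AFC replicate 1 (0.0585), starved AFC replicate 2 (0.0548), starved AFC replicate 3 (0.0519), fed SFC replicate 2 (0.0927) or fed SFC replicate 3 (0.140). *wgn*, *kek1* and *Ilp6* had LFCs of 2.38, -1.75 and -2.57 (adjusted p = 0.150, 0.125 and 0.163), and *Ilp6* was called without fed SFC replicate 2 (0.0467). DESeq2 called all 7. In starved AFCs none was called (lowest adjusted p 0.982), and in the difference *numb* (adjusted p = 0.0469) and *E(spl)mbeta-HLH* (adjusted p = 0.0450) were.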

We also identified other candidates involved in major *Drosophila* signaling pathways to be differentially regulated exclusively in SFCs (Fig 7A). Specifically, we found *Dad* (*Daughters against dpp*) a component of the TGF-β/BMP signaling pathway to be enriched in SFCs in both the integrated scRNA-seq data and the translatome. 

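*Dad* (FBgn0020493, chromosome 3R from 17054007 to 17070408 of BDGP6.54) was read at 6.55 ± 0.714 CPM in fed AFCs, 5.85 ± 1.80 in starved AFCs and 19.5 ± 11.8 in SFCs. Every SFC library was above every fed AFC library, and the LFC was 1.57 (SE 0.44). The rise was not past the threshold (adjusted p = 0.0808 from edgeR's quasi-likelihood test), and the SFC libraries varied more than either AFC group. DESeq2 called it.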

Other genes in this pathway such as *cv-2* and *dpp* have been previously shown to be expressed in SFCs [16]. RNAi against *Dad* in follicle cells resulted in a weak PNCN phenotype, instead exhibiting a strong “dumpless” phenotype, in which NCs fail to dump their contents into the oocyte while the dorsal appendage continues to form (Fig 7B). We also observed several morphological defects, ranging from fused egg chambers and distended SFC membranes, to stunted dorsal appendages, indicating that *Dad* and the TGF-β/BMP pathway might also play a role in SFC differentiation and patterning in late-oogenesis. RNAi against several other candidates such as *Tm1*, *LBR* (Fig 7C), and *magu* also presented a dumpless phenotype (Table 1). RNAi against *numb* showed a range of phenotypes including dying and distended egg chambers (Table 1, Fig 7D). Of all the candidates we tested, GR1 > *prosα3 (proteasome α3 subunit)* and *GstD3* RNAi had the strongest persisting NC nuclei phenotypes (Fig 7E and 7H), with some stage 14 egg chambers retaining all 15 NC nuclei. In addition, *prosα3* RNAi also had egg chambers with several morphological defects, including stunted dorsal appendages, and increased mid-stage death even when fed a protein-rich diet. When starved, this genotype presented the same morphological defects and strong PNCN phenotype, in addition to increased midstage death. One of the most interesting mutant phenotypes we observed was in GR1>*wat* RNAi, which presented abnormal NC nuclei, starting around stage 8. NC nuclei in GR1>*wat* RNAi egg chambers had large areas devoid of DAPI staining, when compared to CantonS controls (Fig 7F and 7G). However, they did not appear to be pyknotic nor strongly persist in stage 14 egg chambers (Fig 7H). For all of the candidates tested, we qualitatively and quantitatively summarized mutant phenotypes, broadly categorized into 4 classes–NC clearance defects, NC dumping defects, egg chamber morphological and patterning defects, and excessive degeneration of egg chambers in mid-oogenesis (Fig 7H, Table 1).

**Fig 7:**
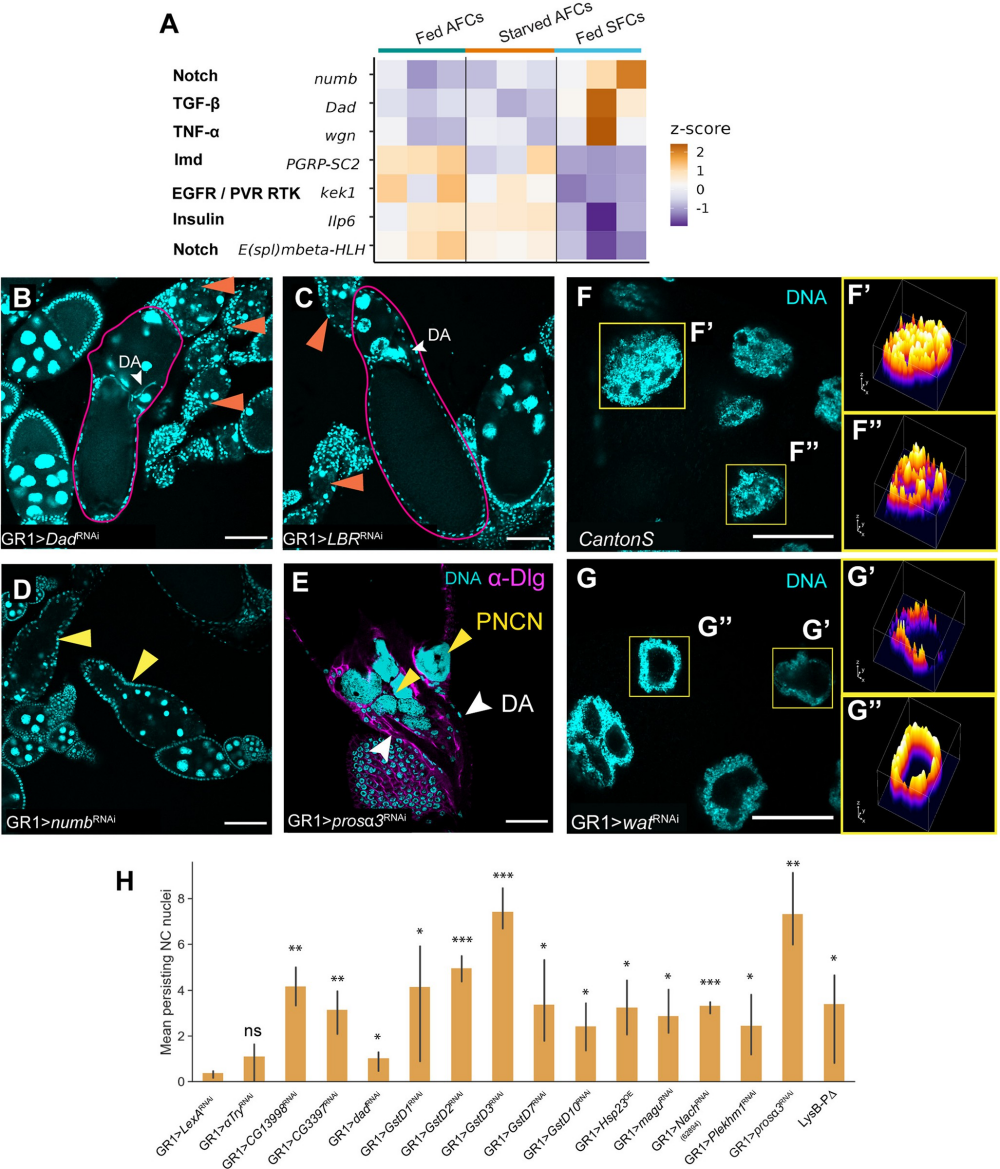
*in vivo* RNAi screening under fed condition. (A) Heatmap of scaled read counts of major signaling pathway genes that are significantly differentially regulated in SFCs. (B,C) *GR1>Dad RNAi* and *GR1>LBR RNAi* result in a “dumpless” phenotype (outlined in magenta), in addition to increased mid-stage death (orange arrows). Scale bar = 100μ. (D) *GR1>numb RNAi* results in mid-stage death accompanied by abnormal egg chamber morphology (yellow arrows). Scale bar = 100μ. (E) *GR1 > prosα3 RNAi* ovaries have a strong PNCN phenotype. Scale bar = 50μ. (F) NC nuclei in a stage 9 egg chamber from CantonS ovary. Scale bar = 50μ. (F’, F”) 3D surface plot of individual nuclei in stage 9 egg chamber from CantonS ovary after z-projection (max-intensity across stacks). Colors of peaks represent pixel intensity across z-stacks, with darker colors representing lower pixel intensity in the area (low DAPI staining) and lighter colors representing higher pixel intensity (robust DAPI staining). (G) NC nuclei in a stage 9 egg chamber from *GR1 > wat RNAi* ovary. Scale bar = 50μ. (G’, G”) 3D surface plot of individual nuclei in stage 9 egg chamber from *GR1 > wat RNAi* ovary after z-projection (max-intensity across stacks) reveals increased vacuolization. (H) Quantification of PNCN in stage 14 egg chambers of select candidates from Table 1. (* p < 5e-02, ** p < = 5e-03, *** p < = 5e-04, **** p < = 5e-05, ns p>0.05, one-sided independent t-test). Error bars indicate mean + S.D. across at least 3 replicates, with each replicate having at least 5 flies. Raw data available in S5 Table.

Similarly, we investigated a number of genes differentially regulated in starved AFCs. We found that ovaries expressing RNAi against DNA binding gene *His2B*, heatshock protein *Hsp23*, and predicted triglyceride lipase *CG10163* had higher mid-stage death per ovariole than the starved matched control, while other knockdown lines had no significant detectable phenotype. (S3A–S3G Fig, Table 1). In addition to observing egg chamber health in starved mutants, we investigated whether the knockdown of the candidate genes was sufficient to induce egg chamber degeneration even in well-fed flies. We found that loss of *His2B* resulted in increased mid-oogenesis death per ovariole even in well-fed flies (S3G Fig).

## Discussion

The role of epithelial cells as non-professional phagocytes is well established. Previous studies have focused on singular models of apoptotic cell clearance by epithelial cells. To understand how the same cellular populations can participate in two distinct death paradigms, one apoptotic, and the other non-apoptotic, we characterized the multiple levels of gene regulation required to promote these events during *Drosophila* oogenesis. We hypothesized that instantaneous cellular responses in clearance, specifically during physiological insults such as nutrient-deprivation, would be orchestrated by translational bursts, rather than by energetically expensive transcriptional responses [63]. We therefore performed translational profiling of AFCs and SFCs using TRAP-seq and proteomic profiling using proximity labelling with mass spectrometry. Further, with the availability of single-cell gene expression profiles of AFCs and SFCs [24,25,41,64], we identified the sets of genes that may be post-transcriptionally controlled, by comparing candidates identified in scRNA-seq to those in TRAP-seq. Furthermore, whole-cell RNA sequencing data from phagocytic cells often contain contaminating mRNAs from the payload of engulfed cell corpses. By combining TRAP-seq and LC-MS/MS with the GAL4-UAS system, we afford finer control over both the cell types, as well as the mRNA species or peptides being profiled. By sequencing only those mRNAs that are bound to ribosomes, we could also disregard mRNAs that are primed for degradation and discover genes that are more likely to play a causal role in promoting clearance. Our analysis of the transcriptome, translatome, and secretome of follicle cells identified several commonalities and dissimilarities between SFCs and AFCs undergoing starvation, but did not identify a high degree of concordance between the datasets, as previously described by other studies [65]. These three datasets together highlight the different levels of gene regulation involved in promoting these distinct death modalities and serve as a resource for further in-depth investigation of NC death and clearance.

With this comprehensive resource, we first identified the distinct changes to the egg chamber matrisome during starved and well-fed conditions. This is accomplished by downregulating several components of the vitelline membrane, the chorion, and the yolk, which was captured in all three datasets. We also showed that glucose and lipid homeostasis is disrupted in the ovaries in response to nutrient deprivation, evidenced by the translational upregulation of *pepck1* and *FASN2* by starved AFCs. These results also reassured us that we were capturing the right cell populations. 

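*Pepck1* (FBgn0003067, chromosome 2R from 18536767 to 18539416 of BDGP6.54) was read at 91.2 ± 45.5 CPM in fed AFCs, 231 ± 34.0 in starved AFCs and 152 ± 28.2 in SFCs, and *FASN2* (FBgn0042627, chromosome 2L from 3043947 to 3056143) at 45.4 ± 19.1, 114 ± 27.8 and 77.3 ± 1.24 CPM. The LFCs in starved AFCs were 1.34 (SE 0.33) and 1.33 (SE 0.31), with no overlap between starved and fed AFC libraries. Neither was past the threshold over all genes (adjusted p = 0.254 and 0.193 from edgeR's quasi-likelihood test), with any library left out either, and DESeq2 called both. From these 2 genes the paper concludes that glucose and lipid homeostasis is disrupted.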

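The effects on *Act88F* in SFCs and in starved AFCs were not shown to differ (LFC of the difference -0.02, SE 0.39, adjusted p = 0.986 from edgeR's quasi-likelihood test). For the other 12 cytoskeleton genes named in the text, the difference was positive in each, from 0.26 (*cue*) to 4.26 (*TpnC41C*), and it was called in 6. These were *TpnC41C*, *Scp1*, *Act79B*, *Mlc1*, *Mlc2* and *up*. As a list, the 13 genes differed between SFCs and starved AFCs (median 1.56, fry, adjusted p = 0.00819), which held in all 16 alternatives with adjusted p-values up to 0.0360. The muscle list, which shares several of these genes, differed too (median 1.22, fry, adjusted p = 0.0329), so muscle RNA is not excluded.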

Several genes with functions in cytoskeletal remodeling were differentially expressed in both SFCs and starved AFCs, however only *Act88F* was common to them. A subset of the genes identified exclusively in the SFC translatome are known or predicted to encode proteins that bind calcium to promote myofibril assembly. *In vivo* validation of some of these candidates by RNAi revealed a strong PNCN phenotype, which supports the hypothesis that nonprofessional phagocytes, like professional phagocytes, utilize calcium signaling during cell corpse clearance [66]. 

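The preference was tested as the difference between SFCs and starved AFCs. For *Drs*, with 49.4 ± 17.2 CPM in starved AFCs, the LFC of the difference was 2.86 (SE 0.52, adjusted p = 0.0148 from edgeR's quasi-likelihood test). For *AttD* it was -2.96 (SE 0.54, adjusted p = 0.0147). In starved AFCs the LFC of *Drs* against fed AFCs was 0.22 (adjusted p = 0.988), and in SFCs that of *AttD* was -0.00 (adjusted p = 0.998).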

We also showed for the first time that different AMPs are preferentially expressed during phagoptosis and starvation, *Drs* in the former and *AttD* in the latter. Moreover, SFCs upregulated the translation of multiple upstream regulators of the canonical Toll signaling pathway, including PGRP-LC, PGRP-SD, and SPE. However, it remains to be known if the Toll pathway has an immunogenic role in phagoptosis. Overall, we validated 76 transgenic lines *in vivo* (Table 1). Interestingly, several RNAi candidates with the GR1 driver affected NC survival rather than FCs. Because GR1 is not known to be active in NCs, it suggests that NC survival is determined by the health of the surrounding follicle cells.

The results presented herein also raise multiple questions. For example, we discovered that *AttD* translation is upregulated by starved AFCs and that loss of *AttD* exacerbates egg chamber degeneration. But what role does *AttD* play during starvation-stress and what factors are required upstream to activate *AttD*? Neither the translatome nor the secretome revealed a role for canonical members of the Imd cascade in the activation of *AttD* in starved AFCs. It would be worthwhile to test *in vivo* whether Imd pathway mutants, specifically the transcription factor *Relish*, affect *AttD* induction during starvation-stress. Because the *AttD* genetic and amino acid sequences are a phylogenetic outgroup among *Drosophila* Attacins, it is possible that *AttD* induction has a non-immunogenic role or even results from a heretofore unknown mechanism [67]. Hedengren et al. also noted that *AttD* lacks signal peptides and hypothesize that it could have a role in intracellular defense response to pathogenic challenge [59]. Moreover, there is evidence that suggests that the vast repertoire of *Drosophila* AMPs are used combinatorially, and that their specificity is determined by the source of the infection [68]. Taken together, we hypothesize that pathogenic and non-pathogenic insults may elicit diverse AMP responses. Characterizing the substrates required for preferential AMP induction in oogenesis would have implications beyond understanding how discriminatory immune responses are regulated. Nutrient availability is a key evolutionary selective pressure that influences life-history trade-offs between survival and reproduction at the individual level. Resource allocation constraints affect not only maternal health and fecundity, but also determine the offspring size and fitness. Ultimately, the molecular differences and similarities between the two death paradigms in oogenesis highlighted in this report take us a step closer to understanding and appreciating how cell death shapes and sustains life.

While this study is a valuable resource to generate several new hypotheses, our findings are constrained by the limited availability of samples. SFCs make up a small fraction of the egg chamber cellular demographic. In addition to low abundance of cells, capturing specific subsets of mRNAs and proteins might underrepresent species that are lowly abundant or those that occupy spatiotemporal niches, as well as those that undergo alternative modes of post-transcriptional regulation. For example, Drpr, which has been established to be essential for engulfment and has been shown to increase in engulfing FCs by immunostaining [6,18], was not reported to be upregulated by SFCs or starved AFCs in any of the datasets. Therefore, exploration of other means of regulation that explain the mechanism by which these notable genes are involved is warranted. Furthermore, our *in vivo* validation of the findings is constrained by the limited availability and potential imprecise targeting effects of RNAi constructs. 

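In the translatome, *drpr* (FBgn0027594, chromosome 3L from 1715595 to 1731107 of BDGP6.54) was read at 23.0 ± 3.16 CPM in fed AFCs, 36.2 ± 7.18 in SFCs and 33.1 ± 6.58 in starved AFCs. The LFC was 0.66 in SFCs (SE 0.25, adjusted p = 0.178 from edgeR's quasi-likelihood test) and 0.53 in starved AFCs (SE 0.25, adjusted p = 0.982). Each SFC and each starved library lay above all fed AFC libraries, but no call was made by edgeR, by DESeq2 or by limma-voom. *drpr* overlaps *Oseg4* on the same strand, so part of the reads may belong to that gene.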

While we expected our *in vivo* RNAi candidates to yield severe clearance defects leading to strong persistence of NCs, we only observed weak to moderate clearance defects in most candidates, in addition to a plethora of dumping and morphological defects (Table1). This could also be attributed to epistatic effects or could further indicate the presence of redundancy in clearance pathways. It is also likely that some of the candidates discovered have functions in follicle cells that are not associated with NC clearance. Additional confounding may result from the non-specificity of GR1 and PG150, as they are weakly expressed in the gut and Malpighian tubules respectively and a known issue with the GAL4 system. Finally, all *in vivo* RNAi experiments reported herein of candidates differentially regulated in SFCs were performed using the *GR1-GAL4* driver as it is expressed prior to SFC differentiation and shows strong effects driving genes that affect NC clearance [18]. Crosses performed with *PG150-GAL4* for RNAi of *SPE* (33926; HMS00873) and *Prosalpha3* (77145; HMS05889) did not yield any viable F1s even when raised at 18°C, despite producing strong phenotypes with *GR1-GAL4*. Further experiments beyond RNAi and overexpression are required to disentangle the specific contributions of these genes and their complex interactions to promote NC death and clearance.

## Materials and methods

### Fly husbandry

All flies were obtained from Bloomington (BDSC) or Vienna Stock Center, or other laboratories in the *Drosophila* community (Table 1). *GR1-GAL4* (gift from Dr. Trudi Schüpbach) was utilized to drive expression in all follicle cells and *PG150-GAL4* (gift from Dr. Ellen LeMosy) was used to drive expression in stretch follicle cells [69,70]. *GR1* is expressed in all FCs beginning in stage 3 egg chambers [6] including SFCs. *PG150* is expressed in the SFCs and centripetal cells. *UAS-Luciferase RNAi* (Bloomington stock #31603) or *UAS-LexA RNAi* (Bloomington stock #67946) were used as controls for all RNAi experiments [71] and the *UAS-RpL10Ab-GFP* line was BDSC #42681. All flies were raised on standard molasses/yeast/agar/cornmeal food. Long term fly stocks were stored at 18°C. Active stocks were raised at 25°C. Crosses were performed at 25°C. For the well-fed experimental condition, flies were aged 3 days at 25°C on standard cornmeal, molasses, and agar mixture, and then fed fresh yeast paste every 24 hours for 2 consecutive days before abdomens were dissected. For the protein starvation condition, flies were transferred for 16–20 hours to apple juice agar lacking yeast.

### Translatome library preparation and bulk RNA-seq

#### Fly abdomen collection

To collect enough ovaries for RNA sequencing and prevent RNA degradation, whole fly thorax and abdomens were collected from samples containing approximately 100 flies. Flies of the appropriate genotype were transferred to a 15 mL conical tube and submerged in liquid N2 for 1 min. The conical tube was then vortexed vigorously for 20 s to break flies apart and tissues were collected over a set of sifters to obtain thoraxes and abdomens. Once samples were processed, they were transferred to a 1.5 mL microcentrifuge tube and stored in a -80°C freezer for up to one month.

### Immunoprecipitation of ribosome-bound mRNAs

Ribosome immunoprecipitation was performed as per [72]. Fresh magnetic beads were prepared from the Dynabeads antibody coupling kit (Life Technologies) and conjugated to the19C8 anti-EGFP antibody (Memorial Sloan Kettering). Abdomens of 100 flies were homogenized on ice in 400 μl of homogenization buffer (9.1 mL nuclease free H2O (Ambion), 200 μL 1M HEPES-KOH pH 7.4 (USB), 750 μL 2M KCl (Ambion), 50 μL 1M MgCl2 (Ambion), 1 Complete Mini EDTA-Free Protease Inhibitor Cocktail Tablet (Roche), 5 μL 1M DTT (Sigma), 10 μL Super RNasin (Ambion), and 10 μL of freshly prepared 1000 mg/mL cycloheximide (Sigma)). Homogenized fly samples were then centrifuged for 30 min at 20,000g at 4°C. The supernatant was transferred to new pre-chilled 1.5 mL tubes. A 1:1 mixture of 300 mM 1,2-diheptanoyl-sn-glycero-3- phosphocholine (DHPC, Avanti) and 10% Igepal (USB) was added to the to the supernatant in a ratio of 1 part mixture: 4 parts supernatant. The solutions were mixed by inversion, incubated on ice for 5 min, then centrifuged for 5 min at >20,000g at 4°C. Cleared lysate was added to an aliquot of the bead suspension and incubated for 1 hr at 4°C with end over end rotation. The mixture was briefly centrifuged then magnetized for 2 min. After removing the buffer, beads were rinsed 6 times in 1 mL 0.35M KCl Wash Buffer (7.1 mL nuclease-free H2O (Ambion), 200 μL 1M HEPES-KOH pH 7.4 (USB), 1.75 mL 2M KCl (Ambion), 50 μL 1M MgCl2 (Ambion), 1 mL 10% Igepal (USB), 5 μL 1M DTT (Sigma), and 50 μL of freshly prepared 1000 mg/mL cycloheximide (Sigma)). After final rinse, beads were resuspended in 200 μl of nuclease-free water (Ambion) and RNA was extracted with TRIzol (Invitrogen). RNA quality was assessed with an Agilent RNA 6000 Bioanalyzer.

### cDNA library production and sequencing

The Illumina TruSeq RNA Sample Preparation v2 was used to convert 0.1–4 μg of precipitated mRNA to cDNA in preparation for RNAseq. Poly-T oligo-attached magnetic beads were used to isolate mRNA and the mRNA was fragmented and primed with random hexamers for cDNA synthesis using SuperScript II. Second strand cDNA synthesis was performed and in preparation for attaching the Illumina adaptor sequences, a single A nucleotide was added to the 3’ ends of the blunt fragments. Samples were run on an Agilent BioAnalyzer (BU Microarray core). Once the samples were validated by the core, they normalized, pooled, and sequenced on an Illumina NextSeq500. The sequencer was instructed to run 400 million 75bp single end reads.

### TRAP-seq QC, differential expression analysis, and functional enrichment

RNA-seq data from biological triplicates corresponding to well-fed and starved AFCs (*GR1-GAL4>UAS-RpL10Ab-GFP*), and well-fed SFCs (*PG150-GAL4>UAS-RpL10Ab-GFP*) were assessed for sequence quality using FastQC v0.11.7. Illumina sequencing adapters were computationally removed by the Boston University microarray sequencing core facility, where the sequencing was performed. Samples were evaluated for per-base Phred score and for overrepresented sequences. Reads that passed QC evaluation were aligned to the *Drosophila melanogaster* reference genome BDGP6.32 release 104 using Salmon v1.1.0 in the quasi-mapping mode. This step was parameterized to automatically infer sequence library type using the -l A flag, correct for fragment-level gc-bias, as well as perform selective alignment using–validatemappings.

The aligned reads in the salmon quant file format were then imported into DESeq2 to identify differentially translated genes. Genotype (AFC vs. SFC) and treatment (well-fed vs. starved) were both used as factors in the DESeq2 linear model design [73]. Log fold change estimates were obtained after applying the ApeGLM method for effect size shrinkage [74]. ClusterProfiler v4.2.2 and PANGEA were used to identify the pathways and gene ontology terms enriched in both comparisons [75,76]. GLAD webtool was used to obtain additional functional annotations [77].

### Secretome Sample Preparation and Liquid Chromatography-Tandem Mass Spectrometry

#### Molecular cloning of *UAS-ss-HRP-KDEL-V5*

pDisplay-ss-V5-HRPKDEL was obtained from Dr. Alice Ting [30]. The insert was PCR-amplified and cloned into the pENTR/D-TOPO cloning kit (Invitrogen) and pTW vector (*Drosophila* Genome Resource Center, RRID:DGRC_1129)) using Gateway cloning (Invitrogen). The plasmid was purified by Qiagen Midiprep kit, confirmed by sequencing and sent to BestGene (Chino Hills, CA) for injection into *Drosophila* embryos.

### Protein biotinylation using HRP-KDEL

Freshly dissected ovaries were incubated in 300 μL of 500 μM biotin phenol for 30 minutes at room temperature rotating. Samples were then rinsed with 1X PBS twice and the biotinylation reaction was initiated by adding 1 mM H_2_O_2_ in PBS to the samples for 1 minute and rotating at room temperature. Ovaries were quickly washed with quencher solution (10 mM sodium ascorbate, 5 mM Trolox (Sigma-Aldrich), 10 mM sodium azide, then lysed in 100 μL RIPA buffer with quencher solution for 5 min on ice. RIPA buffer was composed of: 50 μL 1M Tris-HCl, 150 μL 5M NaCl, 50 μL of 10% SDS, 250 μL of 10% Sodium Deoxycholate, 500 μL of 10% TritonX-100, 50 μL of 100X Protease Inhibitor (Sigma-Aldrich–P8849), 50 μL of 100 mM PMSF, 3.550 mL of diH20. Tissue was homogenized by motorized pestle and centrifuged at 16.1g for 10 min at 4°C. Clarified sample (clear middle layer) was transferred to a new tube and snap frozen in liquid nitrogen. This protocol was adapted from [78,79].

### Biotinylated protein pull-down

Frozen protein samples were thawed on ice. Meanwhile, 50 μL streptavidin magnetic beads (Pierce 88817) were washed with 1 mL of RIPA lysis buffer twice. The beads were subsequently incubated with 90 μL of protein lysate (about 550 μg of protein) and an additional 500 μL of RIPA buffer was added to facilitate rotation for 1 hour at room temperature. Beads were pelleted on a magnetic rack and the supernatant (flow-through) was collected on ice. After each wash, the magnetic beads were transferred into new tubes and washed twice with 1 mL RIPA buffer, once with 1 mL KCl, once with 1 mL 0.1 M Na_2_CO_3_, once with 1 mL 2 M Urea in 10 mM Tris-HCl (pH 8), and twice with 1 mL RIPA buffer. For the proteomic analysis, RIPA buffer was removed, and the beads snap frozen in liquid nitrogen and stored at -80°C. Otherwise, protein was eluted by boiling each sample in 30 μL of 3X protein loading buffer (containing DTT, Pierce) supplemented with 2 mM biotin (Sigma-Aldrich) for 10 min. After boiling, the beads were pelleted with the magnetic rack and the eluate collected for analysis by Western blot. Biotinylated proteins were probed on western blot with streptavidin-HRP (Thermo Fisher Scientific).

### Western blotting

Protein was isolated by lysing whole ovaries in 100 μL fresh ice-cold RIPA buffer for 5 minutes. After the 5-minute incubation, tissue was disrupted by using a motorized pestle until clumps were broken down (about 30 seconds). Samples were centrifuged for 10 minutes at 4°C at 16.1 relative centrifugal force (RCF). The clarified sample (clear middle layer only) was transferred to a new tube. Protein that was to be analyzed later was snap frozen in liquid nitrogen and stored at -80°C. Laemmli loading buffer with 2-mercaptoethanol (BME, Bio-Rad) was added to the protein samples (1:3), boiled at 95°C and then immediately stored on ice. Samples were run on a 10% resolving gel, transferred to nitrocellulose and protein was detected by enhanced chemiluminescence (ECL, Thermo Fisher Scientific).

### On-bead trypsin digestion and LC-MS/MS

Beads from biotinylated protein pull-down were washed with 100 mM triethylammonium bicarbonate. Peptides were eluted from beads by on-bead trypsin digestion with 1μg Trypsin (Pierce) in 100 mM triethylammonium bicarbonate overnight rotating at 37°C. Peptides were desalted using C18 ZipTip (Millipore) and subjected liquid chromatography coupled to tandem mass spectrometry on a Q Exactive HF-X (Thermo Fisher Scientific). Data-dependent fragmentation used collision-induced dissociation. RAW files were searched using MaxQuant under standard settings using the UniProt *Drosophila melanogaster* database, allowing for two missed trypsin cleavage sites, variable modifications for N-terminal acetylation, and methionine oxidation. Candidate peptides and protein identifications were filtered on the basis of a 1% false discovery rate.

### Secretome QC, differential abundance estimation, and functional enrichment

Raw intensities from the MaxQuant spectral database search engine were imported into R for downstream analysis. QC metrics such as number of unique peptides identified, percent of contaminants and reverse decoys detected, and total sum of intensities at the replicate level and condition level were computed and visualized using artMS v1.12.0. Spurious hits such as reverse decoys and potential contaminants were removed. R package DEP v1.16.0 was used to remove proteins not identified in both replicates simultaneously and variance stabilizing transformation was applied to normalize the intensities. Missing values were imputed using the k-nearest neighbors imputation method, followed by differential abundance estimation and multiple hypothesis testing correction in limma, all of which were implemented in DEP.

### Single cell RNA-seq data integration

#### Integration of Rust et. al. 2020 and Jevitt et. al. 2020

Previously published single cell RNA-sequencing datasets of the *Drosophila melanogaster* ovary from Rust et. al. and Jevitt et. al. aligned using CellRanger were obtained from the Gene Expression Omnibus database (GEO: GSE136162 and GSE146040 respectively). Seurat v4.1.1 was used to perform quality control, pre-processing, data integration, and differential expression analysis. Low quality cells were removed from individual datasets as described in the original publications prior to integration. The datasets were then individually normalized using sctransform implemented in Seurat using the glmGamPoi estimator for features that are present in at least 1 cell. Seurat RPCA (Reciprocal PCA) was used to integrate the two normalized datasets using an augmented feature list containing 3000 top ranking features from *SelectIntegrationFeatures* (Seurat) and a list of known FC and SFC marker genes. 100 neighbors (*k*.*anchors*) were used to achieve sufficient strength of integration in the *FindIntegrationAnchors* (Seurat) step [31]. Principal components were estimated for the integrated dataset and the top 30 dimensions were used to obtain the UMAP embeddings. New clusters were identified using the Louvain algorithm implemented in Seurat with the resolution set to 5. Cell identity labels from the original publications were retained in the integrated dataset to verify that clusters in the integrated dataset contain cells from analogous tissues in the original datasets.

#### Single Cell RNA-seq SFC and mid/late FC module score estimation, reclustering, and differential expression analysis

Seurat *AddModuleScore* was used to identify mid/late FC and SFC populations equivalent to those in the translatome and secretome datasets. To identify SFCs, previously published SFC-enriched genes *cv-2*, *dpp*, *eya*, *Past1*, *peb*, *drpr*, *puc*, *trol*, *kay*, *Vha16-1*, *Vha100-2* were used to compute an “SFCScore”. Similarly, to identify mid/late FCs, we scored cells using canonical markers such as *Yp1*, *Sox14*, and *br*. Cells with SFCScore >1 were designated as SFCs and cells with mid/late FC Score > 2 were designated as mid/late FCs. The integrated dataset was then subset to mid/late FC and SFC cells and reclustered. Differentially expressed genes between mid/late FC and SFC cells were identified using Seurat functions *PrepSCTFindMarkers* and *FindMarkers*, using the DESeq2 test with logfc.threshold parameter set to 0.25.

### DAPI and antibody staining

Ovaries were harvested in fresh 1X PBS and fixed at room temperature for 20 minutes in a solution of 4% paraformaldehyde (less than a week old), and 1X PBS, followed by two successive rinses in 1X PBT (1X PBS with 0.1% Triton X-100). The tissues were then washed 3 times in 1X PBT, each wash lasting 20 minutes. Following a rinse with 1X PBS, the tissues were incubated overnight at 4°C in 2 drops of Vectashield + 4’,6- diamidino-2-phenylindole dihydrochloride (DAPI) (Vector Laboratories) prior to mounting on slides.

Antibody staining was performed on ovaries following fixation and washing in PBT, as described above. Tissues were blocked in PBTG (PBT containing 1.5% normal goat serum) for 1 hour and then incubated in primary antibody diluted in PBTG, overnight at 4°C with agitation. The tissues were then washed in 4 times in PBT over 2 hours. The secondary antibody goat anti-mouse-Cy3 (Jackson Labs) was diluted in PBTG (1:200) and incubated with tissues for 2 hours at room temperature. The tissues were then washed 4 times in PBT and mounted in DAPI (Vector Labs). Primary antibodies were anti-V5 (Invitrogen 46–0705) used at 1:300 and anti-Discs large (Developmental Studies Hybridoma Bank 43F) used at 1:500. For detection of biotinylation, tissues were treated with biotin-phenol and H_2_O_2_ as described above before fixation and incubated with Streptavidin, Alexa Fluor 488 (Invitrogen).

### Imaging, quantification of mutant phenotypes, and statistics

DAPI stained tissues were imaged on an Olympus BX60 upright fluorescence microscope, Olympus FV10i confocal microscope or Nikon C2si confocal microscope. Image stacks were processed in FIJI and Adobe Illustrator. Figures, including drawings, were prepared in Adobe Illustrator. Stage 14 egg chambers were identified by the presence of a pair of fully formed dorsal appendages. The effect of disruption of phagoptosis of NCs resulting from RNAi perturbation of specific genes was quantified by the persistence of NC nuclei in stage 14 egg chambers. Persisting NC nuclei (PNCN) were visually identified and scored by binning the number of PNCN in each stage 14 egg chamber into 6 classes of phenotype severity, starting from egg chambers with 0 PNCN, and subsequently 1–3, 4–6, 7–9, 10–12, 13–15 PNCN. Egg chambers undergoing midstage death were identified by NC nuclear condensation and fragmentation as well as FC membrane enlargement (utilizing α-DLG staining). Midstage dying egg chambers were visually identified and quantified along with the number of germaria present per slide. The percentage of midstage death per ovariole was calculated by dividing the number of midstage dying eggs by the number of germaria and multiplied by 100. One-way ANOVA was used to calculate the statistical difference between both starved samples to the starved control and fed samples to the fed control. Those that had a p-value of < 0.05 were considered statistically significant.

## Supporting information

S1 Fig Analysis of secretome lysate and mass-spectrometry pre-processing. (A) (Top) Western blot analysis of lysate (30 μg per lane) from ovaries of indicated genotypes (GR1 –*GR1-GAL4*, HRP-KDEL–*UAS-HRP-KDEL-V5*, GR1>HRP-KDEL–*GR1-GAL4; UAS- HRP-KDEL-V5*, and PG150>HRP-KDEL–*PG150-GAL4; UAS-HRP-KDEL-V5*) incubated with or without substrate (biotin-phenol) and H_2_O_2_. *GR1>HRP-KDEL* and *PG150>HRP-KDEL* sample with both substrate and H_2_O_2_ have many biotinylated proteins as detected by streptavidin-HRP. (Bottom) α-V5 staining confirms HRP-KDEL expression in ovary tissue. (B) Western blot probed with streptavidin-HRP. Biotinylated proteins before (I- input, 30 μg) and after (B-beads, all of eluted protein) streptavidin enrichment. Genotypes as in G. (C) Scatterplot of peptide log_2_ intensity values of one replicate against another in each condition. (D) Distribution of log_2_ peptide intensity values in each replicate for all conditions.
(TIF)

S2 Fig Integration of scRNA-seq and comparison to the translatome. (A-D) Expression levels of canonical AFC and SFC markers. (E) Dot plot showing average expression and the percent of cells expressing each canonical marker in SFCs and AFCs. (F) Scatterplot of Log_2_ Fold Change values of differentially translated genes in the translatome (x-axis) and Log_2_ Fold Change (L2FC) values of differentially expressed genes in the integrated single cell RNA-seq AFC-SFC subset (y-axis). Positive values on both axes indicate upregulation in SFCs, when compared to the AFC baseline (denominator, negative values on both axes). The points are colored by whether the L2FC differential is significant at the adjusted p-value threshold of 0.05 in both, either, or neither comparison. (G) Summary of total number of genes in each category grouped by the direction of L2FC differential in scRNA-seq and translatome datasets. (H) Distribution of absolute value of differences in L2FC in translatome and scRNA-seq.
(TIF)

S3 Fig *in vivo* RNAi screening under protein-starved condition. (A-F) Egg chambers stained with DAPI (cyan) from the indicated genotypes under protein starvation. (A) *GR1>LexA RNAi* starved control shows sporadically degenerating egg chambers. (B-F) RNAi knockdowns of genes enriched in starved AFCs. (G) Quantitative analysis of midstage degenerating egg chambers with one-way ANOVA. (* p-value < 0.03, ** p-value < 0.009, ns p-value > 0.1) Graph displays mean + SD with n > 24 females per genotype and condition.
(TIF)

S1 Table GO-terms enriched in phagoptosis (Fed SFCs/Fed AFCs) and starvation-death (starved AFCs/Fed AFCs) identified in the translatome. Summary of the number of genes congruently (up or down) and uniquely regulated between SFCs and starved AFCs and the GO terms enriched in each category, along with the adjusted p-value.
(XLSM)

S2 Table Differentially regulated candidates (Log fold change and FDR adjusted p-values) in phagoptosis (Fed SFCs/Fed AFCs) across the translatome, secretome, and the integrated scRNA-seq datasets. Log fold change and FDR adjusted p-values obtained from DESeq2 (translatome, scRNA-seq) or DEP (secretome) are summarized for the SFC vs. fed AFC comparison.
(XLSM)

S3 Table Differentially regulated candidates in starvation-death (starved AFCs/Fed AFCs) across the translatome and secretome. Log fold change and FDR adjusted p-values obtained from DESeq2 (translatome) or DEP (secretome) are summarized for the starved AFC vs. fed AFC comparison.
(XLSM)

S4 Table Consolidated summary of candidates differentially expressed in the translatome in both phagoptosis (Fed SFCs/Fed AFCs) and starvation-death (Starved AFCs/Fed AFCs). Log fold change and FDR adjusted p-values obtained from DESeq2 are summarized for each gene in both SFC vs fed AFC comparison and starved AFC vs. fed AFC comparison. Genes are categorized as congruently up or down-regulated or as uniquely regulated in phagoptosis or starvation based on the fold change and FDR adjusted p-values across both comparisons.
(XLSM)

S5 Table Quantification of PNCN and mid-stage death in in vivo screening candidates. Raw data for Figs 5C, Fig 6C, and 7H showing number of stage 14 egg chambers categorized by the number of PNCN in genotypes listed in Table 1 are summarized in sheet 1 and raw data for Figs 6K and S3G Fig showing % mid-stage death per ovariole are summarized in sheet 2.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

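TRAP-seq libraries of fed AFCs, starved AFCs and fed SFCs were analysed, with 3 biological replicates in each group and 9 libraries in all. Sample identities were taken from the sample labels and the paper. The secretome, the scRNA-seq data and the RNAi phenotypes are not analysed here.

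The authors quantified single-end reads per transcript with Salmon against BDGP6.32, with selective alignment, automatic detection of the library type and GC-bias correction, and deposited 1 file per library. Its estimated counts were made by the authors without normalization and need not be whole, because Salmon divides a read between the transcripts it matches. The TPM values were deposited by the authors beside them, computed by Salmon over effective lengths. TPM were not used for any test. The effective lengths were used only for length offsets. No column of per-sample values was left out.

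Transcripts were assigned to genes with the BDGP6.54 annotation by their identifiers, which matched 30179 of 30215 transcripts and gave 14077 genes. Of the matched transcripts, 30171 had the same length in both. Coordinates, symbols and overlaps are those of BDGP6.54. Counts were summed per gene and rounded to whole numbers. Library totals were 30551253 to 45910215 reads. With this depth 9273 to 13253 genes had at least 10 reads in a library. The common dispersion was 0.362. How far depth, rather than the spread between replicates, limited the tests was not measured.

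The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling, filterByExpr with a minimum count of 10, 1 mean per group and all 9 libraries in the fit. P-values were adjusted by the Benjamini-Hochberg method within a comparison and the threshold was an adjusted p of 0.05. The SE of an LFC was computed from the LFC and its F statistic. The comparisons were fed SFC against fed AFC, starved AFC against fed AFC, and fed SFC against starved AFC. Gene lists were tested with fry of limma 3.58.1, adjusted over 31 lists in each comparison. Tables and principal components were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Principal components used the 500 most variable genes on log2 CPM with a prior count of 2.

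These choices, the named alternatives and the rule for naming genes were written before the data were examined. The alternatives were DESeq2 size factors, no filter beyond 1 count, a stricter filter of 50 counts in 3 libraries, DESeq2 1.42.0 with and without transcript length offsets, apeglm 1.24.0 shrinkage, edgeR with length offsets, limma-voom, a fit of only the groups compared, the replicate number as a block, the 10 highest genes left out, camera with a correlation of 0.01 in place of fry, an adjusted p of 0.01, and each library left out in turn. After the data were seen, 3 more were added. These subtracted a background of reads in proportion to exon length, left out fed AFC replicate 1 and SFC replicate 2 together, or removed a trend with exon length.

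Genes were named by a rule. It covers every gene the paper names as measured in the translatome, the 5 genes with the smallest adjusted p in each direction of each comparison among those past the threshold whose groups did not overlap, *RpL10Ab*, the SFC and mid/late follicle cell markers of the methods, and members of the tissue lists. The paper's table values for the genes it names had been seen when the rule was written. The lists were the eggshell, cytoskeleton, V-ATPase, lysosome, Fig 6B, Fig 7A and S1 Table genes of the paper, its follicle cell markers, and lists written for muscle, fat body, Malpighian tubule, midgut, germline, male reproductive tissue and ribosomal proteins. Lists for muscle genes that the text of the paper does not name, 4 of them in its S1 Table, for the 11 of these in no list of the paper and for midgut genes outside the *Jon* family were made after the data were seen. The 11 were tested apart from the 31 lists, without adjustment.

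The scripts were tested on simulated counts for 10870 genes in 5 runs with 200 changed genes. For SFC against fed AFC, edgeR recovered 67.2% of the changed genes and 96.3% of those changed 8-fold, with 5.6% false calls. DESeq2 recovered 76.8% with 24.9% false calls, and limma-voom 62.7% with 4.7%. In the unchanged starved comparison, edgeR made 0.2 calls per run and DESeq2 12.6. A sign is compared between settings only where a value is past the threshold.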

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

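The tests of genomic DNA, of RNA from another tissue, of weakly expressed genes, of low counts, of depth and of the follicle cell share were chosen only after the result was seen, and so was the use of single libraries left out to explain the number of calls. Leaving out fed AFC replicate 1 and SFC replicate 2 together was added after the data were seen. The test of other splits was not.

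Fed AFC replicate 1 had at least 10 reads on 13253 genes, against 9273 to 10872 in each of the other 8 libraries, and the paper does not report this. Over 3176 genes nearly silent in the other fed AFC libraries, its reads rose with exon length, with a Spearman correlation of 0.713 across genes, which are not independent replicates, and the same measure was -0.0367 to 0.531 in the other libraries. The 10 genes with the most of these reads held 4.27% of them, near the 2.87% of exon length held by the 10 longest, which argues against RNA of another tissue, since such RNA would be concentrated on few genes. Genomic DNA in this library is a candidate explanation. The estimated background was 36.4 reads per kb, or 3.02% of its reads, and 0.228% in starved AFC replicate 2. No biological explanation was tested. Without this library, 487 genes were called between SFCs and fed AFCs.

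In SFC replicate 2, 36.3% of the reads lay on rRNA pseudogenes, against 1.19% to 21.5% in the other libraries. Of 482 genes at 1 to 2 CPM in the other SFC libraries, 34.2% were at 0 in this library, and 0.207% to 3.53% in the others. Only 98 genes had 1 to 9 reads, against 426 to 2186 elsewhere. Low counts set to 0 before deposit would leave no value below a fixed minimum. Scaled to the depth of this library, 1.45% to 28.2% of the weak genes had fewer than 10 reads in the other 8 libraries, so a minimum that removed 34.2% would lie above 10, but 98 genes had 1 to 9 reads and 313 had 1 to 19. This argues against such a minimum as the cause of the missing weak genes. The shortage of genes with 1 to 9 reads was not tested apart. Low depth is argued against too. Thinned to the depth of this library, SFC replicates 1 and 3 would have 0.299% and 0.316% of the weak genes at 0, and the AFC libraries 0.278% to 4.05%. Few starting RNA molecules before amplification may explain the missing weak genes. The cause of the rRNA share was not tested. No biological explanation was tested. Without this library, 174 genes were called between SFCs and fed AFCs.

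The germline list had a median of 83.8 CPM over the 9 libraries, although the tag was driven in follicle cells. Of its 12 genes, 11 were above 10 CPM in every fed AFC library and 1 is in a list of the paper. Its median LFC was 0.25 in SFCs (fry, adjusted p = 0.122) and -0.24 in starved AFCs (adjusted p = 0.690). RNA of other cells carried through the pull-down could give such levels, and so could expression of these genes in follicle cells. These were not tested against each other. Per library the median was highest in SFC replicate 3 (142 CPM) and lowest in starved replicate 3 (51.8 CPM). A lower share of follicle cell RNA in the SFC libraries would raise the germline list together with the muscle, fat body and Malpighian tubule lists. It would raise carried-over midgut RNA as well, but the midgut list fell, with a median of -1.24, while the muscle list rose by 1.18. This fall cannot exclude a lower share. According to the paper *GR1-GAL4* is weakly active in the gut, so midgut RNA could fall with the change of driver alone. A lower follicle cell share and a change of single tissues both stay open. The germline test was past the threshold only with camera (adjusted p = 0.00251; 0.00251 to 0.303 over the 16 alternatives).

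The SFC effect and the starvation effect differed in 241 genes by edgeR's test of SFCs against starved AFCs, 135 higher and 106 lower in SFCs. The balance depended on single libraries, with 52 higher and 59 lower without starved replicate 1, 71 and 102 without starved replicate 2, 82 and 44 without starved replicate 3, 220 and 163 without SFC replicate 1, 65 and 50 without SFC replicate 2, and 114 and 52 without SFC replicate 3. With the length trend removed it was 178 and 100. DESeq2 called 937. In this comparison and in the other 2, of the 10 splits of the 6 libraries into 3 and 3 only the real split gave as many calls, which is 1 of 10. With 3 libraries against 3, chance cannot be excluded by such splits. Driver, cell type and feeding all differ between these groups, so a biological difference stays open and untested. Higher in SFCs, the 5 genes with the smallest adjusted p were *CG13947*, *TpnC41C*, *CG14711*, *CR13656* and *Hpd*, with LFCs of the difference of 4.32, 4.26, 2.10, 2.73 and 2.06. Lower were *CG3397* (-9.42), *CR33487* (with no read in SFCs), *Dh44* (-7.54), *CG12224* (-3.91) and *MtnB* (-3.26).

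For SFCs against fed AFCs, leaving out fed AFC replicate 1 and SFC replicate 2 together gave 468 calls against 325. Without fed AFC replicate 1 alone 487 were called, so the spread this library adds may be 1 reason for the 325. Without SFC replicate 2 alone 174 were called. Since 1 library fewer can itself lower the number, this does not decide whether SFC replicate 2 adds spread, and the 468 do not decide it for the 2 together. For starved AFCs leaving out both gave 19 calls against 24, which does not decide the question.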

How the results depend on the processing

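The background, length trend and 2-library alternatives were chosen only after the data were seen. In the alternatives run, no called result changed sign. The causes of the changes below were not tested.

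Genes called numbered 325 for SFCs, 24 for starved AFCs and 241 for the difference. DESeq2 gave 1097, 101 and 937, DESeq2 with length offsets 1132, 99 and 864, and an adjusted p of 0.01 gave 87, 7 and 62. The SFC number was 502 with the genomic background subtracted, and the starved number 15 with only the groups compared. Under the other alternatives over all 9 libraries, apart from the replicate block, the 3 numbers stayed within 1.5 times of these, and the same holds with 2 libraries left out. The share of higher genes moved too. Of the SFC calls, 132 were higher and 193 lower, against 165 and 135 with the length trend removed. Without SFC replicate 3, 82 of 197 were lower.

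For the 4 unique and 2 congruent counts, DESeq2 gave 411 (SFC only, higher), 636 (SFC only, lower), 6 (starved only, higher), 45 (starved only, lower), 4 (higher in both) and 46 (lower in both). With length offsets these were 423, 654, 5, 39, 5 and 50. limma-voom gave 3 higher in starved AFCs only and 21 lower in both. No filter gave 2 and 19. An adjusted p of 0.01 gave 29 and 56 in SFCs only, 5 lower in starved AFCs only and 2 lower in both. Taking as congruent the genes with the same sign, an adjusted p below 0.05 in 1 comparison and an unadjusted p below 0.05 in the other gave 18 higher and 75 lower in both and 4 lower in starved AFCs only. With only the groups compared, 6 were lower in both. With 2 libraries left out, 3 were higher in both, 200 higher in SFCs only and 7 lower in starved AFCs only. The background subtraction gave 299 lower in SFCs only. Leaving out the 10 highest genes, or removing the length trend, gave 1 higher in starved AFCs only.

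With each library left out, the SFC calls ranged from 85 (without fed AFC replicate 3) to 487 (without fed AFC replicate 1), the starved calls from 8 (without starved replicate 3) to 23 (without fed AFC replicate 2) and the difference from 111 (without starved replicate 1) to 383 (without SFC replicate 1). Genes higher in both ranged from 0 to 1 (without fed AFC replicate 1) and lower in both from 2 (without fed AFC replicate 3) to 9 (without fed AFC replicate 1). SFC only ranged from 33 to 193 higher and from 49 to 284 lower, in each case lowest without fed AFC replicate 3 and highest without fed AFC replicate 1. Starved only ranged from 0 to 1 higher (1 without fed AFC replicate 3 or starved replicate 1) and from 1 (without starved replicate 3) to 16 lower (without fed AFC replicate 2 or SFC replicate 3). PC1 held 41.1% (without starved replicate 2) to 63.4% (without SFC replicate 2) of the variance.

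The vitelline membrane list in starved AFCs passed the threshold with camera (adjusted p = 2.09e-10) and had 0.0108 (without fed AFC replicate 2) to 0.185 (without starved replicate 2) under fry. The lysosome list in SFCs had 0.00693 (without SFC replicate 2) to 0.0569 (without fed AFC replicate 3), and 0.0553 without fed AFC replicate 2. In starved AFCs, lipid biosynthesis had 0.0108 to 0.0977, glucose homeostasis and response to starvation 0.0125 to 0.120, and response to wounding 0.0266 to 0.122, each highest without starved replicate 2. With 1 library left out, response to wounding was past the threshold only without starved replicate 1. With the background subtracted, glucose homeostasis and response to starvation had 0.0578.

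Libraries with the same replicate number did not deviate together. The correlation of their deviations from the group means was -0.530 to 0.385 in 9 pairs, against -0.498 to 0.637 in 18 pairs with other numbers, so the numbers do not pair the samples. With the replicate block, 186 genes were called in SFCs, with 75 higher and 100 lower in SFCs only and 1 higher in starved AFCs only. The block put lipid biosynthesis at an adjusted p of 0.0745 and glucose homeostasis and response to starvation at 0.0952.

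Of the gene results named in the text, DESeq2 left 126 on the same side of the threshold and moved 62 past it. limma-voom left 166, moved 9 past it and lost 13. Leaving out libraries left 1497, moved 31 past it and lost 164. Of the tissue list results, camera left 19 on the same side, moved 6 past the threshold and lost 2, and leaving out libraries left 216, moved 9 past it and lost 18. Of 482 genes at 1 to 2 CPM, 34.2% had no read in SFC replicate 2 and 0.207% to 3.53% in the other libraries.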

Differences from the paper's values

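The paper's S2, S3 and S4 Tables were read in part, with 1998 genes each and 11517, 11370 and 7207 more not read, so no overlap of calls was computed. The alternatives named here were set before the data were examined, except where stated.

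In the paper, the genes called number 1133 for SFCs against fed AFCs, where edgeR called 325, and 99 for starved AFCs, where edgeR called 24. The paper's 5 genes higher in both comparisons stand beside 0 here (86 at an unadjusted p below 0.05 in both), its 49 lower in both beside 12, and its 415 higher in SFCs only beside 132. Fig 4C, read by eye, gives about 640 genes lower in SFC only, beside 181, about 4 higher in starved AFCs only, beside 0 (229 genes were higher in starved AFCs at an unadjusted p below 0.05), and about 41 lower in starved AFCs only, beside 12. DESeq2 and DESeq2 with length offsets came within 1.5 times of the paper's values for all 8 counts, and the paper's methods name DESeq2. DESeq2 gave 1097, 101, 4, 46, 411, 636, 6 and 45, in that order, and with length offsets 1132, 99, 5, 50, 423, 654, 5 and 39. limma-voom came within 1.5 times only for genes higher in starved AFCs only, with 3. No other alternative set before the data were examined did, for any of the 8.

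Of 72 log2 fold changes that the paper's tables give for genes named in the text, 2 differed by more than the SE of the fit. The log2 fold change of Def in SFCs is 1.80 in the paper's table, where edgeR gave 3.18. limma-voom gave a value within error of the paper's, as did leaving out fed AFC replicate 1 or 3 or SFC replicate 1 or 2, and apeglm with length offsets gave 1.80. The log2 fold change of drpr in starved AFCs is 0.10 in the paper's table, where edgeR gave 0.53. Leaving out starved replicate 2 and apeglm with length offsets (0.11) came within error, and no other alternative did. With apeglm, which the paper's methods name, and length offsets, 0 of the 72 differed, with a largest gap of 0.191.

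The paper calls genes that edgeR did not. Of 35 named in its text for SFCs, 35 had the paper's direction and 21 were called, and of 14 for starved AFCs, 14 and 6. DESeq2 called all 35 and all 14, no filter 24 and 8, and limma-voom 21 and 8. Of the 14 other genes of Fig 6B, 3 were called, with 12 by DESeq2 and 14 by DESeq2 with length offsets. Of 7 in Fig 7A, 3 were called, and 7 by DESeq2. Of the genes read from Fig 4A, 19 of 21 were called in SFCs and 4 of 11 in starved AFCs, with 21 and 10 by DESeq2 and 21 and 11 with length offsets. Of 55 Table 1 genes tested in SFCs, some of them counted above, 26 were called, with 48 by DESeq2 and 23 by limma-voom. Table 1 marks 3 of the 55 as not significant, so these are not calls of the paper, and of the other 52 edgeR called 26 and DESeq2 48. Single genes that edgeR did not call were also called with length offsets in edgeR, with the 10 highest genes left out, with only the groups compared, with the replicate block and with single libraries left out. The 3 alternatives added after seeing the data called some of them too.

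Table 1 marks 12 entries as upregulated in the starved AFC translatome, of which 11 were looked up and 9 were lower here. One of the 9, *CG10163*, is marked as not significant. *His2B* was not looked up, because it has several copies in the annotation. Fig 4A places *Jon25Bii* and *Npc2c*, which are among the 9, on the lower side, as here. *AttD* and *Hsp23* were higher, as marked. In SFCs, 54 of 55 had the direction given, and *Prosalpha3*, marked as higher, was lower (LFC -0.81).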

Other observations

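The tests of tissue lists, of the ribosomal proteins and of genes over 8-fold apart were chosen only after the result was seen. The removal of the length trend was added after the data were seen. The tests of simulated false calls, of the shared fed AFC libraries, of genes at the floor and of the detection of Table 1 genes were not.

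Midgut genes were lower in both comparisons. The list of 17 genes, of which 15 were above 10 CPM in every fed AFC library and 1 is in a list of the paper, had a median LFC of -1.24 in SFCs (fry, adjusted p = 0.00256) and -1.30 in starved AFCs (adjusted p = 0.00568). The paper states that *GR1-GAL4* is weakly active in the gut. A uniform loss of midgut RNA from SFC libraries would lower its abundant genes alike, but *LysP* had an LFC of 1.32, *Amy-p* 0.19 and *Mal-A1* -0.53, while *LysB* and *LysD* had -5.38 and -5.65. The list without the lysozyme genes *LysB*, *LysD* and *LysE* had a median of -1.01, which is far above the lysozyme values. Both results held in all 16 alternatives. For starved AFCs, midgut genes outside the *Jon* family had a median of -0.36 (adjusted p = 0.169, and 0.0194 without fed AFC replicate 2; 1.24e-06 to 0.406 over the 16 alternatives) and the 5 *Jon* genes -2.45. Less midgut RNA may explain part of these falls and not their unequal size. Feeding itself differs between the groups, and an effect on digestive genes stays open.

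The muscle list, with 13 of 24 genes in a list of the paper and 18 above 10 CPM in every fed AFC library, had a median LFC of 1.18 in SFCs (adjusted p = 0.0207), lost without fed AFC replicate 3 (0.0510) or SFC replicate 1 (0.0594), with 1.09e-14 to 0.0594 over the 16 alternatives. The 15 muscle genes that the text of the paper does not name, 4 of them in its S1 Table, had 0.88 (adjusted p = 0.0861, and 0.0306 without SFC replicate 3; 0.000109 to 0.182 over the 16 alternatives). The 11 of them in no list of the paper had 0.43 (fry, unadjusted p = 0.133, 0.0179 with camera, 0.00599 with the replicate block and 0.0248 without SFC replicate 3). A separate list of 6 muscle genes outside the cytoskeleton, of which *Argk1* is in both, had 0.21 (adjusted p = 0.0861; 0.00561 to 0.488 over the 16 alternatives). This list passed the threshold without fed AFC replicate 2 (0.0372), fed AFC replicate 3 (0.0491), starved replicate 3 (0.0361) or SFC replicate 1 (0.0486). The members of the muscle list of 24 genes moved apart, with *wupA* at 1.94 and *Mhc* at 1.59, and *TpnC4* at -0.35 and *fln* at 0.29. More muscle RNA in the SFC libraries and expression of these genes in SFCs cannot be told apart, because the genes in no list of the paper were on either side of the threshold, depending on the test and on single libraries. For starved AFCs the medians of the muscle list, the 15 genes and the 6 genes were -0.10, -0.04 and -0.15. Between SFCs and starved AFCs the muscle list (median 1.22) and the 6 genes (0.18) were past the threshold (fry, adjusted p = 0.0329 and 0.0396). The 15 genes were not (median 0.79, adjusted p = 0.0848).

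Fat body genes (12, with 7 above 10 CPM in every fed AFC library and 2 in a list of the paper) had a median LFC of 0.84 in SFCs (adjusted p = 0.147, and 0.0311 without fed AFC replicate 1; 0.00139 to 0.341 over the 16 alternatives). A separate list of 8 fat body genes without immune effectors had 0.86 (adjusted p = 0.148, and 0.0365 without fed AFC replicate 1, where the median was 1.72; 0.0202 to 0.345 over the 16 alternatives), against 3.08 for *Drs*. More fat body RNA and expression of antimicrobial peptide genes in SFCs cannot be told apart, because the 8 genes were on either side of the threshold. They were not past it in 14 of the 16 alternatives and were past it in the others, which include leaving out fed AFC replicate 1. Malpighian tubule genes (11, with 6 above 10 CPM in every fed AFC library and 1 in a list of the paper) had 0.87 (adjusted p = 0.0350). This was lost without fed AFC replicate 2 (0.0778) or 3 (0.0983), starved replicate 1 (0.0667) or 3 (0.0570), or SFC replicate 1 (0.0778), 2 (0.0547) or 3 (0.0561). The paper states that *PG150-GAL4* is weakly active in Malpighian tubules, so tubule RNA and expression in SFCs cannot be told apart while single libraries decide the call (2.21e-05 to 0.0983 over the 16 alternatives). For starved AFCs the medians of the 3 lists were -0.36, 0.57 and -0.07, none past the threshold. For fat body genes without immune effectors and for tubule genes, median and mean differed in sign there.

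The SFC markers of the methods (11, with 7 above 10 CPM in every fed AFC library and 2 in another list of the paper) had a median LFC of 0.14 in SFCs (adjusted p = 0.416) and -0.02 in starved AFCs (adjusted p = 0.908). The 3 mid/late follicle cell markers had -0.72 in SFCs (fry, adjusted p = 0.0727) and -0.38 in starved AFCs (adjusted p = 0.248). Their SFC result stayed on the same side of the threshold in 14 of the 16 alternatives (0.00240 to 0.182). In SFCs, 1 of the 3 was called lower among all genes. Of 12 genes of the male reproductive list, 1 was tested, with -4.34 in SFCs (adjusted p = 0.00261) and -0.90 in starved AFCs. Its SFC result was lost without fed AFC replicate 2 (0.0586) or 3 (0.0983), starved replicate 1 (0.121), 2 (0.0989) or 3 (0.0842), or SFC replicate 1 (0.131) or 3 (0.206), with 0.00216 to 0.206 over the 16 alternatives. In these 7 cases 2 genes passed the filter and the median was -1.84 to -1.33. The gene, *Mst87F*, was not called among all genes (adjusted p = 0.130). The Fig 7A list had -1.75 in SFCs (adjusted p = 0.0207), with members in both directions, and was lost without SFC replicate 1 (0.0866) or 3 (0.0816), with 0.0145 to 0.259 over the 16 alternatives. The term myofibril assembly of S1 Table rests on *Act88F*, with an adjusted p as a list of 0.0374 in SFCs and 0.0796 in starved AFCs.

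Ribosomal protein genes (88 tested, 85 above 10 CPM in every fed AFC library) were lower in SFCs in all but 1 of 88, with a median LFC of -0.91 (adjusted p = 0.0727, and 0.0252 without fed AFC replicate 1; 6.83e-18 to 0.204 over the 16 alternatives), and -0.01 in starved AFCs. With the length trend removed the median was -0.53, so a length bias may account for part of it, and the spread leaves the rest open. For the SFC calls, 72.0% were kept with the trend removed, which does not decide how much of them length explains.

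A sequence variant between the driver stocks could change reads of neighboring genes. Of 11 genes read in all AFC libraries and at the floor in all SFC libraries, or the reverse, 0 had another within 10 genes (permutation p = 1). Of 37 genes over 8-fold apart, 7 had one, against 2.34 at random (permutation p = 0.0265), among them *LysB* and *LysD*, *CG12224* and *CG3397*, and *LysC*, *Obp56a* and *Obp56d*, which are named after their values were seen. Neighbors can also be paralogs or share regulation, so the 2 readings cannot be told apart. Both were counted in 10000 draws.

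DESeq2 called more genes than edgeR. In simulated counts at this spread, 24.9% of its SFC calls were unchanged genes, against 5.6% for edgeR, so false calls may be part of the excess. For genes lower in both comparisons, the highest number in 20 simulations of the shared fed AFC libraries was 0 against 12, which argues against shared chance values. The 9 genes that Table 1 marks as upregulated in starved AFCs and that were lower here had means of at least 3.26 CPM in fed AFCs, which argues against a lack of detection. What the marks stand for stays open.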
